# Intestinal cancer progression by mutant p53 through the acquisition of invasiveness associated with complex glandular formation

**DOI:** 10.1038/onc.2017.194

**Published:** 2017-06-19

**Authors:** M Nakayama, E Sakai, K Echizen, Y Yamada, H Oshima, T-S Han, R Ohki, S Fujii, A Ochiai, S Robine, D C Voon, T Tanaka, M M Taketo, M Oshima

## Abstract

Tumor suppressor *TP53* is frequently mutated in colorectal cancer (CRC), and most mutations are missense type. Although gain-of-functions by mutant p53 have been demonstrated experimentally, the precise mechanism for malignant progression in *in vivo* tumors remains unsolved. We generated *Apc*^*Δ716*^ *Trp53*^*LSL•R270H*^ *villin-CreER* compound mice, in which mutant p53^R270H^ was expressed in the intestinal epithelia upon tamoxifen treatment, and examined the intestinal tumor phenotypes and tumor-derived organoids. Mutant *Trp53*^*R270H*^, but not *Trp53*-null mutation accelerated submucosal invasion with generation of desmoplastic microenvironment. The nuclear accumulation of p53 was evident in *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ homozygous tumors like human CRC. Although p53 was distributed to the cytoplasm in *Apc*^*Δ716*^ *Trp53*^*+/R270H*^ heterozygous tumors, it accumulated in the nuclei at the invasion front, suggesting a regulation mechanism for p53 localization by the microenvironment. Importantly, mutant p53 induced drastic morphological changes in the tumor organoids to complex glandular structures, which was associated with the acquisition of invasiveness. Consistently, the branching scores of human CRC that carry *TP53* mutations at codon 273 significantly increased in comparison with those of *TP53* wild-type tumors. Moreover, allografted *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ organoid tumors showed a malignant histology with an increased number of myofibroblasts in the stroma. These results indicate that nuclear-accumulated mutant p53^R270H^ induces malignant progression of intestinal tumors through complex tumor gland formation and acquisition of invasiveness. Furthermore, RNA sequencing analyses revealed global gene upregulation by mutant p53^R270H^, which was associated with the activation of inflammatory and innate immune pathways. Accordingly, it is possible that mutant p53^R270H^ induces CRC progression, not only by a cell intrinsic mechanism, but also by the generation or activation of the microenvironment, which may synergistically contribute to the acceleration of submucosal invasion. Therefore, the present study indicates that nuclear-accumulated mutant p53^R270H^ is a potential therapeutic target for the treatment of advanced CRCs.

## Introduction

Molecular genetic studies have revealed that genetic alterations in driver genes induce the development of colorectal cancer (CRC) through an adenoma carcinoma sequence.^1, 2, 3^ It has recently been demonstrated that cumulative mutations in *APC*, *KRAS*, *SMAD4* and *TP53* in human intestinal cell-derived organoids are associated with the development of transplanted tumors in immunodeficient mice.^4, 5^ However, despite these findings, the precise functional role of each driver gene mutation in the malignant progression is still not fully understood. Moreover, precisely how the respective genetic alterations in tumor cells contribute to the generation of the microenvironment, which is an important factor in cancer progression, remains to be elucidated. In this regard, mouse genetic studies remain a powerful complementary approach that enables detailed *in vivo* experimentation and observations for delineating the mechanistic basis of tumorigenesis.

The *TP53* is one of the most frequently mutated genes in cancer.^6, 7^ The target of p53 regulates many processes that prevent tumorigenesis, including cell cycle arrest, DNA repair and senescence.^8^ Notably, 74% of p53 mutations are missense mutations, which results in the formation of a mutant protein.^9, 10^ Mouse genetic studies have indicated that missense mutations in *Trp53* at codon 172 and 270 cause adenocarcinomas in the lung and intestine, which are not developed in *Trp53*-null mutant mice, indicating that mutant p53 induces tumors in epithelial organs by a gain-of-function mechanism.^11, 12^ Furthermore, it has been shown that mutant p53 contributes to the invasion and metastasis of rhabdomyosarcoma,^13^ pancreatic cancer^14^ and sporadic and chemically induced colitis-associated intestinal tumors.^15, 16^ Mechanistically, mutant p53 promotes tumorigenesis by the activation of hepatocyte growth factor and platelet-derived growth factor receptor β signaling.^17, 18^ Moreover, mutant p53 alters gene expression at a global level through epigenetic mechanisms, namely by recruiting the SWI/SNF complex to remodel the chromatin of gene promoters,^19^ and through the induction of MLL1, MLL2 and MOZ to modify histone methylation and acetylation.^20^ However, the contribution of mutant p53 to tumor invasion and metastasis during *in vivo* tumorigenesis and the underlying mechanisms remains unclear.

In the present study, we generated *Apc*^*Δ716*^ and *Trp53*^*R270H*^ compound mutant mice to examine the effect of mutant p53^R270H^ on *Apc* mutation-induced intestinal tumors. *Apc*^*Δ716*^ mice develop benign intestinal tumors through β-catenin stabilization and subsequent Wnt signaling activation.^21^ Notably, mutant p53 strongly accumulates in the nuclei of tumor cells at the invasion front where desmoplastic microenvironment is generated. We observed that mutant p53 induces drastic morphological changes in tumor organoids with the acquisition of invasiveness, which is related to the increased branching of *in vivo* mouse tumors and human CRC. Mutant p53 also induced a marked shift in the transcriptome, which caused a significant activation of inflammatory and innate immune pathways together with Wnt/β-catenin signaling. Therefore, the present study indicates that mutant p53^R270H^ induces intestinal tumor invasion through the acquisition of invasiveness with a complex tumor gland architecture, and mutant p53-induced activation of the inflammatory pathways and Wnt signaling may cooperatively contribute to these malignant phenotypes.

## Results

### Induction of submucosal invasion of intestinal tumors by *Trp53* mutation

We generated *Apc*^*Δ716*^ *Trp53*^*+/LSL•R270H*^ *villin-CreER* and *Apc*^*Δ716*^ *Trp53*^*LSL•R270H/LSL•R270H*^ *villin-CreER* compound mice (hereafter, *Apc*^*Δ716*^ *Trp53*^*+/flox*^ and *Apc*^*Δ716*^ *Trp53*^*flox/flox*^). The *Trp53*^*flox*^ allele is functionally *Trp53*-null, and treatment of *Apc*^*Δ716*^ *Trp53*^*+/flox*^ and *Apc*^*Δ716*^ *Trp53*^*flox/flox*^ mice with tamoxifen results in the expression of mutant p53^R270H^ in intestinal tumor cells (hereafter, *Apc*^*Δ716*^ *Trp53*^+/R270H^ and *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^).

The mean lifespan of *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ mice was comparable to that of *Apc*^*Δ716*^ *Trp53*^*flox/flox*^ mice, as they developed lymphomas owing to the loss of wild-type *Trp53* (Figure 1a). *Apc*^*Δ716*^ *Trp53*^*+/R270H*^ heterozygous mice survived longer than *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ mice, which allowed them to develop intestinal adenocarcinomas with submucosal invasion with desmoplasia consisting of collagen fibers and α-smooth muscle actin (αSMA)-positive myofibroblasts (Figure 1b, arrowheads). The mean polyp size in the *Apc*^*Δ716*^ *Trp53*^*+/flox*^ and *Apc*^*Δ716*^ *Trp53*^*+/R270H*^ mice (five mice from 22 to 29 weeks of ages for each genotype) was 1.97±0.82 mm and 1.95±0.74 mm, respectively, with no significant difference. However, the incidence of invasive tumors was markedly increased in *Apc*^*Δ716*^ *Trp53*^*+/R270H*^ mice compared with *Apc*^*Δ716*^ *Trp53*^*+/flox*^ mice (Figure 1c), which coincided with the shorter lifespan (161 days vs 202 days in *Apc*^*Δ716*^ *Trp53*^*+/R270H*^ and *Apc*^*Δ716*^ *Trp53*^*+/flox*^, respectively, by the log-rank test, *P*=0.0162). Immunohistochemical analysis revealed that the expression of mesothelin, an invading CRC cell marker,^22^ and snail2, an epithelial-mesenchymal transition marker,^23, 24^ was induced at the submucosal invasive area of *Apc*^*Δ716*^ *Trp53*^*+/R270H*^ adenocarcinomas, but it was not detected in the invasive area of *Apc*^*Δ716*^ *Trp53*^*+/flox*^ tumors (Supplementary Figure 1a). In addition, the expression of the stem cell marker *Cd44* was significantly increased in the tumor cells of invasive areas (Supplementary Figure 1b). Accordingly, it is possible that the mutant p53^R270H^ causes intestinal tumor invasion through the induction of invasiveness and the undifferentiated characteristics of the tumor cells by a gain-of-function mechanism. In contrast, there was essentially no difference in the Ki67 labeling indices among *Apc*^*Δ716*^ *Trp53*^*+/+*^, *Apc*^*Δ716*^ *Trp53*^*+/R270H*^ and *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ tumors. Likewise, apoptotic cells were rarely found in the tumors of either genotype (Supplementary Figure 1c and d).

### Nuclear accumulation of p53 in the tumor cells of invasive area

A striking nuclear accumulation of p53 was observed in the *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ mouse tumors like human CRC with *TP53* mutations, whereas p53 was not detected in the *Apc*^*Δ716*^ *Trp53*^*+/+*^ and *Apc*^*Δ716*^ *Trp53*^*+/flox*^ mouse tumors (Figure 2a and Supplementary Figure 2). Notably, p53 was stabilized and distributed to cytoplasm in *Apc*^*Δ716*^ *Trp53*^*+/R270H*^ heterozygous mouse tumors, suggesting that wild-type p53 suppresses the nuclear accumulation of mutant p53, possibly through a dominant-negative mechanism. To assess this possibility, we established a cell line AP-MM6 from *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ mouse intestinal tumors. As anticipated, stabilized mutant p53 was accumulated in the nuclei of most AP-MM6 cells (Figure 2b). Of note, the expression of exogenous wild-type *Trp53* in AP-MM6 cells caused a vector DNA amount-dependent increase of cells with cytoplasmic p53 distribution (Figures 2b and c). Moreover, in the AP-MM6 cells with cytoplasmic p53, the intensity of nuclear p53 significantly decreased (Figure 2d). These results support the idea that wild-type p53 suppresses the nuclear accumulation of mutant p53, although further studies are needed for validation.

Interestingly, however, we found the nuclear accumulation of p53 in the invasion front of *Apc*^*Δ716*^ *Trp53*^*+/R270H*^ mouse tumors where the number of stromal cells increased (Figure 2e). Moreover, wild-type *Trp53* alleles were detected in these cells by laser microdissection-coupled genomic polymerase chain reaction (PCR), excluding the possibility of the lost of wild-type *Trp53* by the loss of heterozygosity in the invasive area (Figure 2f). In contrast, wild-type *Apc* is lost in *Apc*^*Δ716*^ tumor cells, which is consistent with the findings from a previous report.^21^ Accordingly, it is possible that the subcellular distribution of mutant p53 in tumor cells is affected by the microenvironment of the invasive area.

### Induction of the complex glandular structure of tumors by mutant p53^R270H^

To investigate the role of nuclear-accumulated p53^R270H^ in submucosal invasion, we examined intestinal tumor-derived organoids. In this study, we analyzed *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ tumor organoids because immunocytochemical staining showed a predominant p53 localization in the nucleus, whereas the nuclear accumulation was limited and cytoplasmic stabilization of p53 was not detected in the *Apc*^*Δ716*^ *Trp53*^*+/R270H*^ organoids (Supplementary Figure 3a). Morphologically, the organoids derived from *Apc*^*Δ716*^ *Trp53*^*+/+*^ and *Apc*^*Δ716*^ *Trp53*^*flox/flox*^ tumors showed round cystic structures, reflecting the uniform undifferentiated state caused by Wnt signaling activation in all cells (Figure 3a and Supplementary Figure 3b).^25^ *Apc*^*Δ716*^ *Kras*^*G12D*^ and *Apc*^*Δ716*^ *Tgfbr2*^*ΔIEC*^ tumor organoids also showed similar cystic morphologies. In contrast, *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ tumor organoids frequently formed simple as well as complex tube structures from Day 2 after each passage (Figure 3a and Supplementary Figure 4a), indicating that *Trp53*^*R270H*^ mutation induces morphological changes by a gain-of-function. EdU (5-ethynyl-2’-deoxyuridine) labeling experiments showed no significant difference in the proliferation rate among *Apc*^*Δ716*^ *Trp53*^*+/+*^, *Apc*^*Δ716*^ *Trp53*^*flox/flox*^ and *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ tumor organoids (Figures 3b and c).

To address the relationship between the complex glandular architecture of *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ organoids and the distinct histology of the *in vivo* tumors, we scored the branching of the intestinal tumor glands of each genotype mouse. Notably, the branching rate in *Apc*^*Δ716*^ *Trp53*^*+/R270H*^ mouse tumors was markedly higher than that in *Apc*^*Δ716*^ *Trp53*^*+/+*^ or *Apc*^*Δ716*^ *Trp53*^*flox/flox*^ counterparts (Figure 3d). Although the tumor size was small in *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ mice because of their short lifespan (Figure 1a), we confirmed that the branching rate tended to be higher in the *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ mouse tumors (polyp diameter 1–2 mm) than in size-matched *Apc*^*Δ716*^ *Trp53*^*flox/flox*^ tumors (Supplementary Figure 3c). We next examined the branching frequency in human CRC carrying *TP53* mutations around codon 273 (corresponding to codon 270 in mice). Importantly, CRC with *TP53* mutations showed a significantly increased branching score compared with that in *TP53* wild-type (Figure 3e). These results suggest that mutant p53 can promote structural atypia of intestinal tumors through the construction of a complex glandular structure.

### Acquisition of invasiveness of tumor glands expressing p53^R270H^

It has been reported that mutant p53 proteins are stabilized by interaction with the HSP90 chaperone mechanism, which inhibits MDM2 activity.^26, 27^ As HSP90 is positively regulated by histone deacetylase 6, targeting histone deacetylase 6 using suberoylanilide hydroxamic acid (SAHA) can destabilize the mutant p53 proteins.^28^ We confirmed that SAHA treatment abolished the nuclear accumulation of p53^R270H^ in *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ organoids in a dose-dependent manner (Figure 4a). Importantly, SAHA treatment blocked the formation of complex glandular structures and reverted the morphology of *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ organoids to the round cystic typical of *Apc*^*Δ716*^ mouse tumor organoids (Figure 4b and Supplementary Figure 4a). These results suggest that p53^R270H^ is required to maintain the complex tubular morphology of the organoids.

We next investigated the invasive capacity of organoids of different *Trp53* genotypes using a transwell invasion assay. The results showed that *Apc*^*Δ716*^ *Trp53*^*+/+*^ organoids have no invasive capacity, whereas *Apc*^*Δ716*^ *Trp53*^*flox/flox*^ organoids displayed only limited invasive properties (Figure 4c). In contrast, significant invasion was observed for the *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ organoids that retained their tubular structure during invasion (Figure 4c, arrowheads). Importantly, treatment of *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ organoids with SAHA effectively inhibited invasion (Figure 4c and Supplementary Figure 4b). These results indicate that p53^R270H^-induced complex gland formation is accompanied by the acquisition of invasive properties, although the possibility of a p53 degradation-independent mechanism by SAHA remains to be investigated.

### Malignant tumor development by *Apc^Δ716^ Trp53^R270H/R270H^* tumor organoid transplantation

Given that *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ mice succumb prior to the development of malignant intestinal adenocarcinoma, we transplanted *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ tumor organoids subcutaneously (s.c.) into immunodeficient NOG mice to further examine their tumorigenicity. Control *Apc*^*Δ716*^ *Trp53*^*+/+*^ tumor organoids survived for 4 months after transplantation without forming palpable tumors (Figure 5a). In contrast, both *Apc*^*Δ716*^ *Trp53*^*flox/flox*^ and *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ organoids formed large tumors of comparable sizes. Histologically, residual *Apc*^*Δ716*^ *Trp53*^*+/+*^ allografts and *Apc*^*Δ716*^ *Trp53*^*flox/flox*^ organoid tumors showed mostly cystic structures (Figure 5b). In contrast, *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ organoid tumors presented a malignant histology with nuclear p53 accumulation, such as extensive branching of the tumor glands or occasional cell clusters in sheets (Figure 5b, arrowheads). The mean ratios of the cell clusters without gland formation in *Apc*^*Δ716*^ *Trp53*^*flox/flox*^ and *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ tumors were 3.1% and 68.8%, respectively. Notably, the αSMA-positive area was increased significantly in the *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ s.c. tumor stroma (Figure 5b, arrows and bar graph), suggesting that the microenvironment is activated with increased myofibroblasts by the *Trp53* mutation in cancer cells. These morphological characteristics of *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ tumors closely mimic those of moderately differentiated human colon cancer (Figure 5b).^29^

Despite their malignant histology, *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ organoid s.c. tumors did not metastasize to distant organs. To assess the metastatic potential of *Trp53*^*R270H*^ cancer cells, we injected tumor-derived organoids into NOG mouse spleens to test their liver metastasis. In this experiment, we used organoids derived from *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^, *Apc*^*Δ716*^ *Kras*^*G12D*^ and *Apc*^*Δ716*^ *Kras*^*G12D*^ *Trp53*^*+/R270H*^ mouse tumors. Among these genotypes, only *Apc*^*Δ716*^ *Kras*^*G12D*^ *Trp53*^*+/R270H*^ triple mutant organoids developed metastasis foci in the liver (Figure 5c). A histological analysis showed the moderately to poorly differentiated features of the metastasized tumors with p53 nuclear accumulation and the expression of mesothelin and Snail2 (Figure 5d). Collectively, these results indicate that the combination of p53 mutation with Kras activation can induce metastasis of intestinal tumors.

### Expression of a wide range of genes induced by nuclear-accumulated p53^R270H^

To examine the molecular mechanism through which p53^R270H^ promotes malignant progression, we performed RNA Sequencing of the respective *Trp53* genotype organoids. 

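Tumor-derived organoids are cultures of tumor epithelial cells that grow in 3 dimensions in a gel. RNA came from 2 organoid preparations, made from different mice, of each of the 3 genotypes *Apc*Δ716 *Trp53*+/+, *Apc*Δ716 *Trp53* flox/flox and *Apc*Δ716 *Trp53* R270H/R270H, which gave 6 libraries. The floxed allele is null until it is recombined, so the *Trp53* flox/flox cells lack p53, and recombination makes both alleles express the missense protein p53 R270H in the *Trp53* R270H/R270H cells. Poly(A) RNA was made into stranded libraries and sequenced on an Illumina HiSeq. The authors mapped the reads to mm10 and calculated rpkm values with StrandNGS, and the deposited table holds these rpkm values for 36172 genes in each library. No value in it is below 1 rpkm, and 23760 genes stood at this floor in all 6 libraries. The table has no read counts, and the paper's text does not give the depth. It was therefore estimated from the steps of 1 read between the rpkm values of short RNA genes, as 47 and 46.9 M mapped reads in the *Trp53*+/+ libraries, 44.2 and 45.4 M in the *Trp53* R270H/R270H libraries and 47.4 M in *Trp53* flox/flox replicate 2. Permutation p-values of these estimates, from 1000 shuffles, were 0.002 for *Trp53*+/+ replicate 2 and 0.001, the smallest they can give, for the others. In *Trp53* flox/flox replicate 1 the steps rested on 7 genes and were not distinguishable from shuffled values (permutation p=0.134), so its depth is not known. Genes with at least 4 rpkm in at least 1 library were kept, which left 10042 genes, and log2(rpkm+1) was compared between genotypes with limma. The moderated test was two-sided, its p-values were adjusted by the Benjamini-Hochberg method over these genes, and the 3 genotypes shared a common estimate of the spread. That spread was uneven, since the typical s.d. between the libraries of a genotype on the log2 scale was 0.069 in *Trp53*+/+, 0.092 in *Trp53* R270H/R270H and 0.366 in *Trp53* flox/flox. The correlation of log2 values across genes was 0.996 between the *Trp53*+/+ libraries, 0.993 between the *Trp53* R270H/R270H libraries and 0.932 between the *Trp53* flox/flox libraries. Because 2 libraries per genotype cannot reach an exact p-value under 0.05 for a single gene, the tests rest on the spread pooled across genes, and a gene is named as called where its adjusted p-value was under 0.05.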

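*Trp53* itself, on chromosome 11 from 69580359 to 69591873 (GRCm38), was expressed at 75.1±1.1 rpkm in *Trp53*+/+ organoids and at 77.7±7.00 rpkm in *Trp53* R270H/R270H organoids (mean±s.d., n=2 each). In *Trp53* flox/flox organoids it fell to 2.11±0.529 rpkm, a log2 fold change of -4.63 against *Trp53*+/+ (s.e. 0.15, adjusted p=0.00124 from limma, lower in both libraries). *Cdkn1a* (chromosome 17, 29090976 to 29100727) decreased from 116±8.42 rpkm in *Trp53*+/+ to 19.4±10.7 in *Trp53* flox/flox and 30.7±1.65 in *Trp53* R270H/R270H organoids, and *Mdm2* (chromosome 10, 117688875 to 117710758) from 42.3±2.58 to 15.7±1.76 and 22.7±0.384 rpkm. Their log2 fold changes in *Trp53* R270H/R270H against *Trp53*+/+ were -1.88 (adjusted p=0.0353) and -0.87 (adjusted p=0.0156), with both *Trp53* R270H/R270H libraries below both *Trp53*+/+ libraries. Of a list of 31 p53 target genes, 30 passed the filter. Of these, 29 were lower in *Trp53* flox/flox than in *Trp53*+/+ organoids (median log2 fold change -1.20) and 26 were lower in *Trp53* R270H/R270H organoids (median -1.42), and limma called 20 and 21 of them lower. With adjustment over the list alone, 24 were called in each comparison. The two-sided camera test of limma, which sets a list against all other genes, rests on a model across genes and is not exact; after Benjamini-Hochberg adjustment over 12 list tests it gave adjusted p=6.42e-14 for *Trp53* flox/flox and adjusted p=1.94e-14 for *Trp53* R270H/R270H (unadjusted 1.07e-14 and 1.62e-15). Between *Trp53* R270H/R270H and *Trp53* flox/flox organoids the median was -0.06 (adjusted p=0.748), with 14 genes higher and 15 lower, of which limma called 5 higher and 3 lower. The labels number the libraries 1 and 2 in each genotype, although they come from different mice. Deviations of same-numbered libraries from their genotype means correlated across genes at 0.117 between *Trp53*+/+ and *Trp53* flox/flox, -0.291 between *Trp53*+/+ and *Trp53* R270H/R270H and -0.196 between *Trp53* flox/flox and *Trp53* R270H/R270H. With the replicate number as a block, the unadjusted camera p-values were 5.4e-15 for *Trp53* flox/flox and 4.71e-16 for *Trp53* R270H/R270H against *Trp53*+/+, and 0.628 between *Trp53* R270H/R270H and *Trp53* flox/flox; with the *Trp53* R270H/R270H numbers exchanged they were 4.12e-14, 7.44e-15 and 0.699. The median paired differences of the list between *Trp53* R270H/R270H and *Trp53*+/+ were -1.37 and -1.46 for same-numbered libraries and -1.45 and -1.46 for exchanged numbers, and between *Trp53* R270H/R270H and *Trp53* flox/flox 0.04 and -0.05 against 0.10 and -0.06. The setting that moved the median in *Trp53* R270H/R270H most was a pseudocount of 0.1, which gave -1.55. The block took the adjusted p-value of *Cdkn1a* in *Trp53* R270H/R270H organoids to 0.0505, within a range of 0.0348 to 0.0505 over the 4 alternatives run for single genes.

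**Figure D1:**
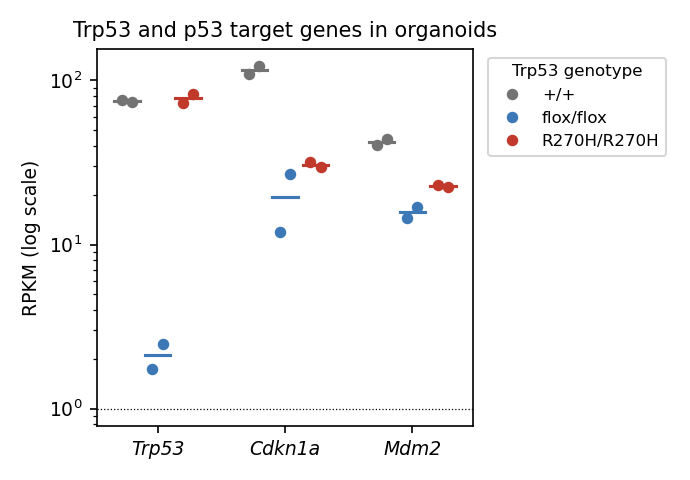
Rpkm of *Trp53*, *Cdkn1a* and *Mdm2* in each of the 6 libraries, on a log axis, with points for libraries, short lines for genotype means and a dotted line at the floor of 1 rpkm. Both *Trp53* flox/flox libraries lie near the floor for *Trp53*, and for *Cdkn1a* and *Mdm2* both mutant genotypes lie below *Trp53*+/+.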

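When the 6 libraries were ranked gene by gene, both *Apc*Δ716 *Trp53* R270H/R270H libraries lay above the other 4 in 2663 of the 10042 genes tested (26.5%). The *Trp53*+/+ pair lay highest in 1715 genes (17.1%) and the *Trp53* flox/flox pair in 2002 (19.9%), whereas pairs of libraries from different genotypes lay highest in 95 to 515 genes. If the ranks were random, any given pair would lie highest in 6.67% of genes. Both *Trp53* R270H/R270H libraries were at least 2-fold above each of the other 4 in 232 genes, against 137 genes for the *Trp53*+/+ pair and 56 for the *Trp53* flox/flox pair. At the other end, 1873 genes had both *Trp53* R270H/R270H libraries below the rest, 1570 both *Trp53*+/+ libraries and 2228 both *Trp53* flox/flox libraries. A lower filter of 1 rpkm moved the first count most, to 3380 genes. For clustering, each gene's log2(rpkm+1) was standardized over the 6 libraries and genes were joined by average linkage on a correlation distance. Dividing the tree at a distance of 0.3 gave 42 clusters. In 4 of them, which held 2909 genes, both *Trp53* R270H/R270H libraries had the highest means. The largest of these held 1386 genes, with mean standardized values of 1.32 and 1.21 in the *Trp53* R270H/R270H libraries, -0.50 and -0.55 in the *Trp53*+/+ libraries and -0.91 and -0.57 in the *Trp53* flox/flox libraries. The next held 1127 genes. The size of the largest cluster depended on where the tree was divided: at a distance of 0.2 it had 1106 genes, 0 of them shared with the 1386, and at 0.5 it had 1782 genes, which included all 1386.

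**Figure D2:**
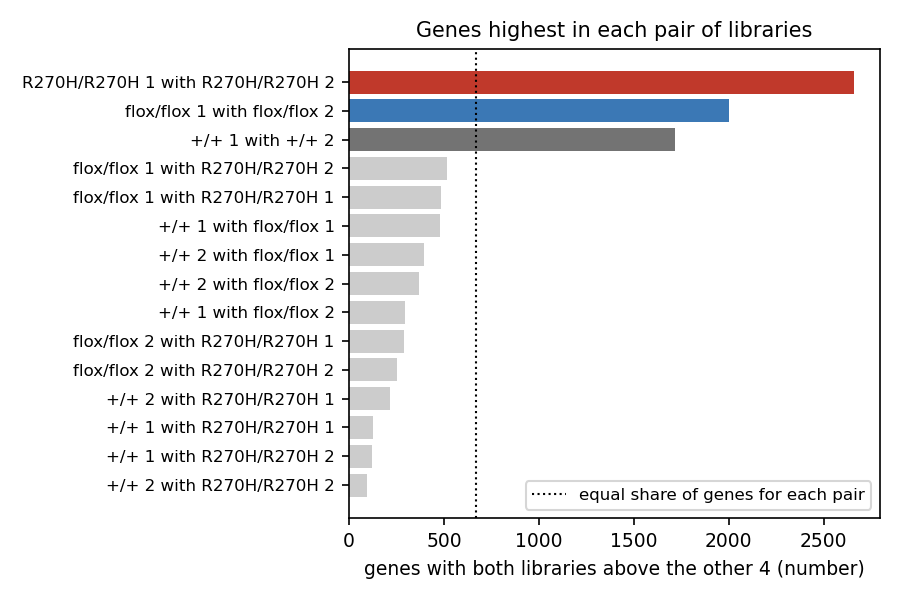
Number of genes, among those tested, in which both libraries of a pair lay above the other 4, for each possible pair of the 6 libraries; the dotted line marks an equal share for every pair. The same-genotype pairs stand above that line, with the *Trp53* R270H/R270H pair highest at 2663 genes.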

A clustering analysis showed a gene cluster specifically upregulated in the *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ tumor organoids (Supplementary Figure 5a, asterisk). Of the 440 genes elevated more than twofold in the *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ organoids relative to *Apc*^*Δ716*^ *Trp53*^*+/+*^, 350 genes were not upregulated in *Apc*^*Δ716*^ *Trp53*^*flox/flox*^ organoids, and were thus designated as ‘a mutant p53-activated gene set (MPAGS)’ (Figure 6a and Supplementary Table 1). 

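Genotype means of rpkm were compared over the 10042 genes, with at least 2-fold higher than *Apc*Δ716 *Trp53*+/+ as the criterion in *Trp53* R270H/R270H and less than 2-fold in *Trp53* flox/flox. This rule gave 440 genes higher in *Trp53* R270H/R270H organoids, of which 350 met the criterion for MPAGS and 90 were at least 2-fold higher in both mutant genotypes. The 2-fold rule uses no replicate spread, so the same genes were also tested. Of the 440 genes, limma called 302 higher in *Trp53* R270H/R270H than in *Trp53*+/+ organoids. Of the 350 MPAGS genes, it called 263 above *Trp53*+/+, 279 above *Trp53* flox/flox and 245 (70%) above both. In 338 of the 350 both *Trp53* R270H/R270H libraries lay above the other 4, and in 291 the *Trp53* R270H/R270H mean was at least 2-fold the *Trp53* flox/flox mean. In 45 of them a single *Trp53* flox/flox library reached 2-fold the *Trp53*+/+ mean, so their place in the set depended on averaging the *Trp53* flox/flox pair. For 58 of them both *Trp53*+/+ libraries stood at the floor, and their ratios are lower bounds. The largest *Trp53* R270H/R270H cluster of 1386 genes contained 291 of the 350 (83.1%) and 13 of the 90. A lower filter of 1 rpkm moved the counts most, to 619 genes higher in *Trp53* R270H/R270H and 518 in MPAGS, with all 440 and all 350 included. When every replicate pair had to be at least 2-fold apart, 342 genes met the MPAGS rule, 293 of them among the 350.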

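Over all genes tested, limma called 588 genes higher and 639 lower in *Apc*Δ716 *Trp53* R270H/R270H than in *Trp53*+/+ organoids, 1362 higher and 1107 lower than in *Trp53* flox/flox, and 440 higher and 693 lower in *Trp53* flox/flox than in *Trp53*+/+. It called 419 genes above both other genotypes and 267 below both. All of the 1227 genes called between *Trp53* R270H/R270H and *Trp53*+/+ lay on the same side in the 4 possible pairs of their libraries. Weighting each genotype by its own spread moved the first counts most, to 3200 higher and 2787 lower in *Trp53* R270H/R270H against *Trp53*+/+. It lowered the counts against *Trp53* flox/flox to 377 higher and 157 lower, and gave 35 higher and 115 lower in *Trp53* flox/flox against *Trp53*+/+. The counts above and below both other genotypes were not recomputed with these weights. With the replicate number as a block, a pairing in which same-numbered *Trp53* R270H/R270H libraries deviated opposite to those of the other genotypes, 255 genes were called higher and 295 lower in *Trp53* R270H/R270H against *Trp53*+/+. Against *Trp53* flox/flox the block gave 668 and 488 genes, and for *Trp53* flox/flox against *Trp53*+/+ 71 and 209. With the *Trp53* R270H/R270H numbers exchanged, the counts were 408 and 533, 1177 and 1099, and 378 and 495. Of the 1227 genes, 544 were also called with the block and 858 with the exchanged numbers. Among the MPAGS genes called by limma, *H19* on chromosome 7 (142575529 to 142578143) had the largest ratio, with 129±15.8 rpkm in *Trp53* R270H/R270H, 1.90±0.0141 in *Trp53*+/+ and 2.26±0.885 in *Trp53* flox/flox organoids (n=2 each, 67.9-fold over *Trp53*+/+, log2 fold change 5.48, s.e. 0.21, adjusted p=0.00262 from limma). Large ratios were also found in *Gm1123*, *Tubb4a*, *Podn*, *5730457N03Rik*, *Rfx4*, *Efcab1*, *Oas1a* and *Slc30a2*. They ranged from 15.7-fold higher in *Gm1123* to 10.3-fold in *Slc30a2*, with lower bounds of at least 12.5-fold in *5730457N03Rik*, 12.1-fold in *Rfx4* and 10.5-fold in *Efcab1*. The *Trp53* flox/flox libraries of *Tubb4a* were 1 and 9.60 rpkm, and its adjusted p-value was 0.0401, with 0.0531 under the block and a range of 0.04 to 0.0638 over the single-gene alternatives. The largest falls in *Trp53* R270H/R270H among called genes were in *Reg3g* (chromosome 6, 78466269 to 78468872), from 105±9.39 rpkm in *Trp53*+/+ to the floor in *Trp53* R270H/R270H, at least 105-fold lower, and in *Lipf*, *Ltf* and *Reg3b*, at least 49.9-fold, 46.0-fold and 44.7-fold lower. The other 6 were *9030617O03Rik*, *1810030J14Rik*, *9930023K05Rik*, *Gdf15*, *Slc28a2* and *Glipr1*, from at least 31.0-fold to 14.0-fold lower. In *Ltf* and *Slc28a2* the block gave adjusted p-values of 0.0531 and 0.0593, with ranges over the single-gene alternatives of 0.0415 to 0.0531 and 0.0406 to 0.0593. Reads of the paralogs *Reg3g* and *Reg3b*, and of *Oas1a* and *Oas1g*, could have been divided between the copies by the authors' counting, so their single values are uncertain. Because the 350 genes were not raised in *Trp53* flox/flox organoids, the paper designates them as activated by mutant p53.

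**Figure D3:**
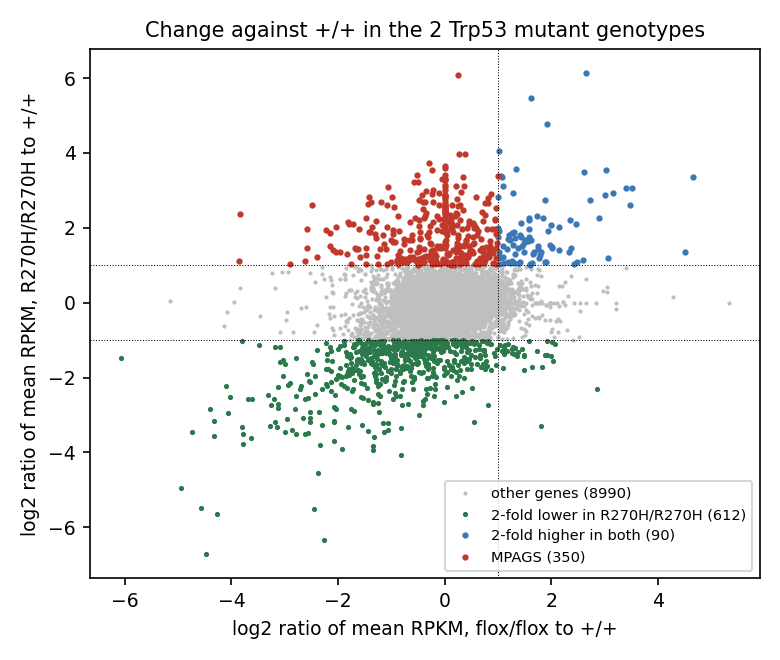
Log2 ratio of mean rpkm to *Trp53*+/+ in *Trp53* flox/flox (horizontal axis) and in *Trp53* R270H/R270H (vertical axis) for the 10042 genes, with dotted lines at 2-fold and each gene colored by its group. The 350 MPAGS genes lie above the upper line and left of the vertical line, the 90 genes higher in both lie to its right, and 612 genes lie below the lower line.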

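In the sequencing data, *Hoxa10* on chromosome 6 (52231197 to 52240854) was at the floor of 1 rpkm in both *Apc*Δ716 *Trp53*+/+ and both *Trp53* flox/flox libraries and at 9.93±0.298 rpkm in the *Trp53* R270H/R270H libraries, at least 9.93-fold higher. *Hoxa9*, next to it (52223100 to 52231089), and *Wnt5b* on the same chromosome (119432531 to 119544347) had the same pattern, with 5.83±0.836 and 3.92±0.262 rpkm in *Trp53* R270H/R270H organoids, as did *Sox11* on chromosome 12 (27334264 to 27342574) with 4.35±0.320 rpkm. *Gata2* (chromosome 6, 88193891 to 88207032) reached 7.03±0.247 rpkm and *Cxcl5* (chromosome 5, 90759360 to 90761624) 6.97±0.242 rpkm in *Trp53* R270H/R270H organoids, while both stood at the floor in *Trp53*+/+ and in *Trp53* flox/flox replicate 1 and at 1.98 and 2.53 rpkm in *Trp53* flox/flox replicate 2. *Fzd10* (chromosome 5, 128600844 to 128604093) was expressed at 18.6±0.423 rpkm in *Trp53* R270H/R270H, 2.77±0.155 in *Trp53*+/+ and 1.99±1.17 in *Trp53* flox/flox organoids, a 6.70-fold difference from *Trp53*+/+. Chromosome 5 genes as a group were shifted upwards in *Trp53* flox/flox replicate 1, by a median of 0.32 on the log2 scale. *Lef1* (chromosome 3, 131110471 to 131224356) was at 5.82±0.157 rpkm in *Trp53* R270H/R270H and 1.41±0.157 in *Trp53*+/+ organoids, 4.14-fold higher, and at the floor in *Trp53* flox/flox. For all 8 genes, with n=2 per genotype, the gap between *Trp53* R270H/R270H and the other libraries exceeded the spread between replicates, and both *Trp53* R270H/R270H libraries lay above the other 4. Log2 fold changes of *Trp53* R270H/R270H against *Trp53*+/+ from limma were 2.45 for *Hoxa10* (standard error 0.13, adjusted p=0.00367), 2.38 for *Fzd10* (standard error 0.28, adjusted p=0.0110), 1.50 for *Lef1* (standard error 0.14, adjusted p=0.00603) and 1.30 for *Wnt5b* (standard error 0.15, adjusted p=0.0101), the smallest of the 8. The adjusted p-values of the other 4 lay between 0.00548 (*Hoxa9*) and 0.0176 (*Cxcl5*). Against *Trp53* flox/flox, all 8 were called higher too, with adjusted p-values from 0.00184 (*Hoxa10*) to 0.0211 (*Cxcl5*). Weights for each genotype were not tried for these single genes. With the replicate number as a block, the adjusted p-value of *Hoxa10* was 0.0152 and that of *Cxcl5* 0.0368 against *Trp53*+/+, and all 8 stayed under 0.05 in both comparisons, as they did with the *Trp53* R270H/R270H numbers exchanged, where *Cxcl5* had 0.0289. Over the 4 alternatives run for single genes, the adjusted p-values against *Trp53*+/+ ranged from 0.00337 to 0.0152 for *Hoxa10* and from 0.0181 to 0.0368 for *Cxcl5*. A pseudocount of 0.1 moved the fold changes most, to 3.19 for *Hoxa10*.

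**Figure D4:**
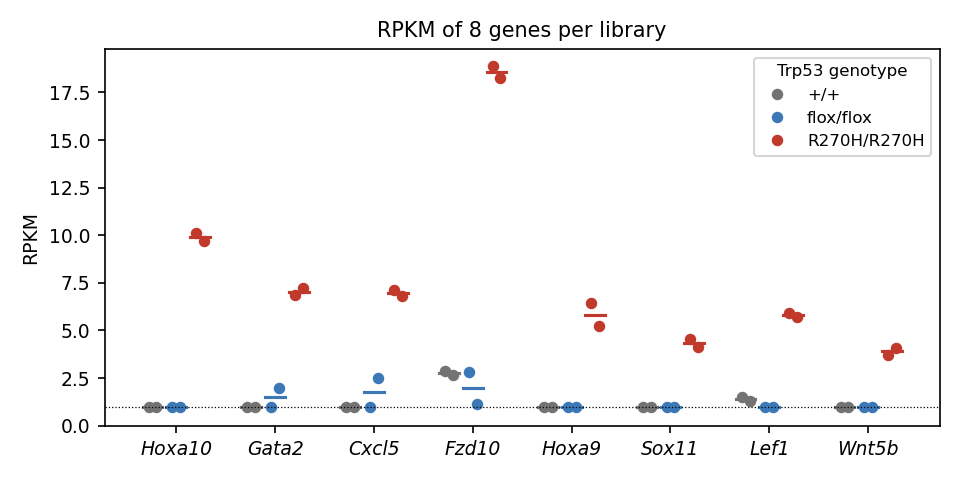
Rpkm of *Hoxa10*, *Gata2*, *Cxcl5*, *Fzd10*, *Hoxa9*, *Sox11*, *Lef1* and *Wnt5b* in each library, with a point for each library, a short line for each genotype mean and a dotted line at the floor of 1 rpkm. Both *Trp53* R270H/R270H libraries lie above the other 4 for every gene.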

We selected eight genes (*Hoxa10*, *Gata2*, *Cxcl5*, *Fzd10*, *Hoxa9*, *Sox11*, *Lef1* and *Wnt5b*) from MPAGS for the validation of a sequencing analysis by real-time reverse transcribed (RT)-PCR and confirmed the upregulation of these genes in *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ organoids compared with *Apc*^*Δ716*^ *Trp53*^*+/+*^ and *Apc*^*Δ716*^ *Trp53*^*flox/flox*^ (Supplementary Figure 5b). As the nuclear accumulation of p53 is restricted to the submucosal invasive area of *Apc*^*Δ716*^ *Trp53*^*+/R270H*^ tumors (Figure 2e), we separately collected tumor cells from the invasive and non-invasive areas of *Apc*^*Δ716*^ *Trp53*^*+/R270H*^ mouse tumors by laser microdissection (Figure 6b), and analyzed the expression of the eight validated genes by real-time RT-PCR (Figure 6c). Notably, the expression of these genes was elevated in the invasive areas compared with their non-invasive counterparts, indicating that the nuclear localization of p53^R270H^ causes a transcriptomic shift in tumor cells.

Recent studies show that mutant p53 induces the epigenetic modification of chromatin.^19, 20^ We thus analyzed the accessibilities of the promoter regions of validated MPAGS genes. The data showed that the promoter regions of *Hoxa9*, *Hoxa10*, *Gata2* and *Lef1* genes were substantially more sensitive to the nuclease treatment in *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ tumor cells than in *Apc*^*Δ716*^ *Trp53*^*+/+*^ and *Apc*^*Δ716*^ *Trp53*^*flox/flox*^ (Supplementary Figure 5c). These results indicate that mutant p53 induces a more opened chromatin structure, which rendered gene promoters more accessible to transcription factors, at least in a portion of MPAGS.

### Activation of inflammatory and innate immune signaling in *Apc*^*Δ716*^*Trp53*^*R270H/R270H*^ organoids

A gene ontology term analysis for the disease category using MPAGS indicated a significant activation of ‘Inflammatory Disease’ and ‘Inflammatory Response’ in addition to ‘Cancer’ in the *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ tumor cells (Figure 7a). 

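The terms of that ontology analysis were not recomputed, because its database was not used here. Instead, the overlap of the 350 re-derived MPAGS genes with gene lists was tested against the 10042 genes that could have passed the filter, with Fisher's exact test (two-sided) over 3 lists. The lists had been written after the published MPAGS list was read, so their overlap is not independent of it. Of 27 interferon and innate immune genes that passed the filter, 9 were in MPAGS (*Ddx58*, *Ifit1*, *Igtp*, *Irf9*, *Irgm2*, *Isg15*, *Oas1a*, *Oas1g* and *Usp18*), an odds ratio of 14.2 (95% confidence interval 5.57–33.5, exact p=1.84e-07, Benjamini-Hochberg adjusted p=5.52e-07). Of 22 inflammatory and NF-κB genes, 4 were in MPAGS (*Cxcl5*, *Lbp*, *Nfkbiz* and *Tlr2*), an odds ratio of 6.21 (1.52–19.0, exact p=0.00645, adjusted p=0.00645). Of 27 Wnt/β-catenin target genes, 6 were in MPAGS (*Apcdd1*, *Dkk2*, *Lef1*, *Nkd1*, *Wif1* and *Znrf3*), an odds ratio of 8.03 (2.63–20.7, exact p=0.000273, adjusted p=0.00041). The alternative that moved the odds ratio of the interferon list most replaced MPAGS by the genes that limma called above both other genotypes and gave 9.83. With that replacement the odds ratio of the inflammatory list was 3.64 (exact p=0.0617), and its p-values over the 5 alternatives that give them ranged from 0.00415 to 0.0617; without *Trp53* flox/flox replicate 1 the odds ratio was 2.65. *Igtp* and *Irgm2* overlap on chromosome 11, and *Oas1a* and *Oas1g* are paralogs, so their reads could have been shared and their separate values are uncertain; the *Oas1* genes also lie on chromosome 5, whose genes were shifted upwards in *Trp53* flox/flox replicate 1. *Usp18* rose from 1.35±0.291 rpkm in *Apc*Δ716 *Trp53*+/+ to 9.83±1.65 rpkm in *Trp53* R270H/R270H organoids and stood at the floor in *Trp53* flox/flox (n=2 each, log2 fold change 2.20 against *Trp53*+/+, adjusted p=0.00441 from limma, higher in both libraries).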

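Across the 27 tested of 56 listed interferon and innate immune genes, 21 were higher and 6 lower in *Apc*Δ716 *Trp53* R270H/R270H than in *Trp53*+/+ organoids, with a median log2 fold change of 0.45, and limma called 10 higher and 1 lower (12 and 2 with adjustment over the list alone). The median stood at the 99.97th percentile of 10000 random lists matched on expression, and the camera test (two-sided) gave an adjusted p=0.000192 (unadjusted 6.39e-05). Against *Trp53* flox/flox organoids 22 of the genes were higher and 5 lower, with a median of 0.75 (adjusted p=0.000329), while *Trp53* flox/flox and *Trp53*+/+ organoids differed by a median of -0.04 (adjusted p=0.881). The sign of this last median turned to 0.03 with a lower filter of 1 rpkm (unadjusted p-values over the alternatives from 0.687 to 0.997). With the replicate number as a block, the unadjusted p-values were 2.7e-05 against *Trp53*+/+, 7.78e-05 against *Trp53* flox/flox and 0.883 between *Trp53* flox/flox and *Trp53*+/+, and with the *Trp53* R270H/R270H numbers exchanged 9.62e-05, 0.000183 and 0.826. The median paired differences from *Trp53*+/+ were 0.54 and 0.43 for same-numbered libraries and 0.47 and 0.44 for exchanged numbers. From *Trp53* flox/flox they were 0.79 and 0.48, against 1.08 and 0.43, so that the *Trp53* flox/flox library chosen mattered more than the *Trp53* R270H/R270H library. Because 9 of the 27 genes belong to the published MPAGS list, which had been read when the lists were written, these tests of the interferon list are not independent of the selection of that list. Of the 22 tested of 47 inflammatory and NF-κB genes, between *Trp53* R270H/R270H and *Trp53*+/+ organoids 11 were higher and 11 lower, with a median of -0.05 (adjusted p=0.964). Limma called 3 of them higher, *Cxcl5*, *Lbp* and *Tlr2*, and 1 lower, *Lif* (3 and 3 with adjustment over the list alone). Against *Trp53* flox/flox organoids 15 were lower and 7 higher in *Trp53* R270H/R270H, with a median of -0.46 (adjusted p=0.0173; 8 called lower and 3 higher). In *Trp53* flox/flox against *Trp53*+/+ organoids 18 were higher and 4 lower, with a median of 0.50 (adjusted p=0.000192, 5 called higher and 0 lower, 11 and 0 over the list alone). By *Xist* and *Eif2s3y*, the *Trp53* flox/flox mice were likely female and the others male, so sex is confounded with every list comparison to *Trp53* flox/flox. RNA from other cells in the *Trp53* flox/flox libraries could not be excluded either. The unadjusted p-values with the block were 0.939, 0.00865 and 4.22e-05 for these comparisons, and with the exchanged numbers 0.899, 0.0137 and 9.59e-05. Paired differences of this list from *Trp53*+/+ were -0.12 and 0.12 for same-numbered libraries and 0.00 and -0.10 for exchanged numbers; from *Trp53* flox/flox they were -0.52 and -0.36, against -0.32 and -0.55.

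**Figure D5:**
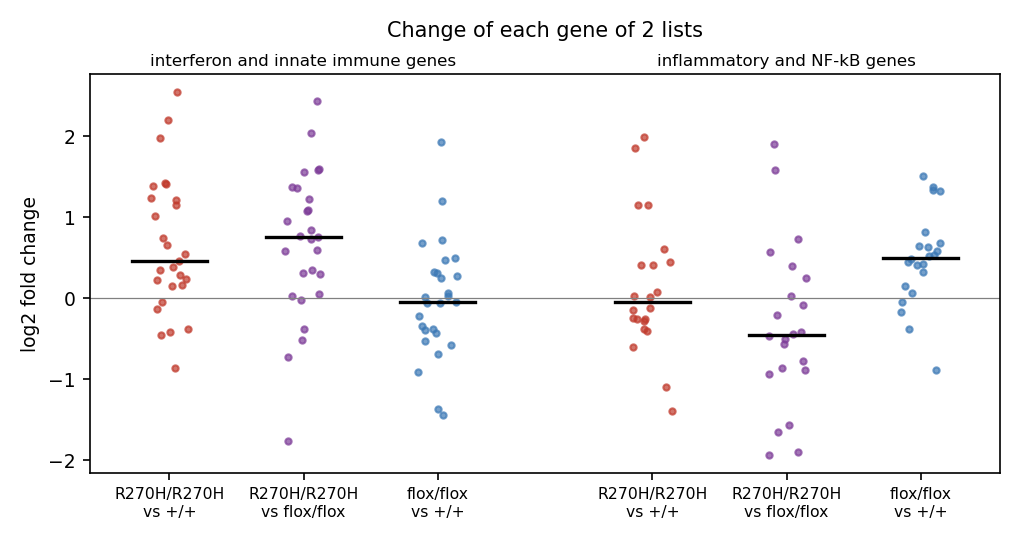
Log2 fold change of each tested gene of the interferon and innate immune list (left) and of the inflammatory and NF-κB list (right) in the 3 comparisons of genotypes; each point is a gene and each line a median. The interferon list lies above 0 in both comparisons of *Trp53* R270H/R270H, and the NF-κB list lies above 0 in *Trp53* flox/flox against *Trp53*+/+.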

Consistently, Ingenuity Pathway Analysis indicated that inflammatory and innate immune signaling pathways were significantly activated in *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ tumor organoid cells (Figure 7b, asterisks). We thus examined medium concentrations of cytokines and chemokines in the respective genotype organoid cultures. Consistently, the levels of most cytokines and chemokines were significantly elevated in *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ organoid culture media (Figure 7c). It is possible that *Trp53* mutation in cancer cells triggers the generation of a microenvironment through the secretion of inflammatory factors (Supplementary Figure 6).

Moreover, we found that the Wnt/β-catenin signaling pathway was also activated in p53^R270H^ tumor organoids (Figure 7b, red bars). It has been shown that the concurrent activation of NF-κB and Wnt signaling pathways promotes a stem cell-like state.^30^ Accordingly, it is also conceivable that the *Trp53* mutation induces stemness or an undifferentiated status of tumor cells through the simultaneous activation of inflammatory pathways and Wnt signaling (Supplementary Figure 6).

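Across the 27 tested of 30 listed Wnt/β-catenin target genes, 19 were higher and 8 lower in *Apc*Δ716 *Trp53* R270H/R270H than in *Trp53*+/+ organoids, with a median log2 fold change of 0.53 (two-sided camera test, adjusted p=0.0201). Limma called 5 higher, *Dkk2*, *Lef1*, *Nkd1*, *Tcf7* and *Znrf3*, and 3 lower, *Ccnd1*, *Mmp7* and *Myc* (12 and 4 with adjustment over the list alone). Against *Trp53* flox/flox organoids 19 were again higher and 8 lower, with a median of 0.55 (adjusted p=0.00554; 12 called higher and 3 lower), and in *Trp53* flox/flox against *Trp53*+/+ organoids 9 were higher and 18 lower, with a median of -0.41 (adjusted p=0.0287; 0 called higher and 5 lower). With the replicate number as a block the unadjusted p-values were 0.0113, 0.00217 and 0.0176, and with the *Trp53* R270H/R270H numbers exchanged 0.014, 0.0042 and 0.031. The median paired differences from *Trp53*+/+ were 0.41 and 0.55 for same-numbered libraries and 0.53 and 0.45 for exchanged numbers, and from *Trp53* flox/flox 0.56 and 0.59, against 0.66 and 0.51. As 6 of the 27 genes were in MPAGS, these tests too are not independent of that selection. *Nkd1* on chromosome 8 (88521354 to 88594884) was expressed at 133±5.41 rpkm in *Trp53* R270H/R270H, 54.1±4.81 in *Trp53*+/+ and 15.1±4.59 in *Trp53* flox/flox organoids (n=2 each, log2 fold change 1.29 against *Trp53*+/+, adjusted p=0.0243 from limma). *Axin2* on chromosome 11 (108920349 to 108950783) was at 181±14.1, 133±3.83 and 84.9±5.63 rpkm, a difference from *Trp53*+/+ that limma did not call (log2 fold change 0.44, adjusted p=0.0641) and one from *Trp53* flox/flox that it did (1.08, adjusted p=0.00634). *Apcdd1* had the largest change from *Trp53*+/+ of the list, from 20.9±3.22 to 241±4.29 rpkm, but its *Trp53* flox/flox libraries were at 31.7 and 3.84 rpkm and it was not called (log2 fold change 3.48, adjusted p=0.0600). *Mmp7* fell from 555±98.5 rpkm in *Trp53*+/+ to 141±3.86 rpkm in *Trp53* R270H/R270H organoids, and *Myc* from 101±4.70 to 43.9±3.59 rpkm, with adjusted p-values of 0.00441 and 0.00548 and both *Trp53* R270H/R270H libraries below both *Trp53*+/+ libraries.

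**Figure D6:**
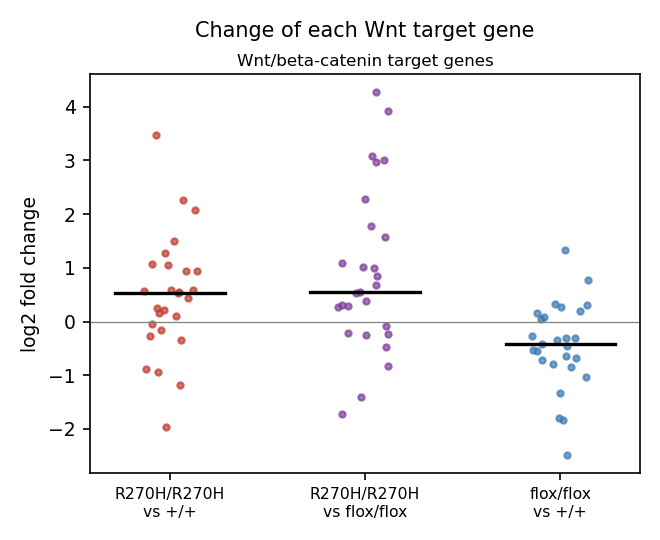
Log2 fold change of each of the 27 tested Wnt/β-catenin target genes in the 3 comparisons of genotypes, with a point for each gene and a line for the median. Most points lie above 0 in both comparisons of *Trp53* R270H/R270H and below 0 in *Trp53* flox/flox against *Trp53*+/+.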

## Discussion

The accumulation of driver gene mutations promotes cancer development and malignant progression.^2^ Recent studies have shown that the transformation of human normal colonic stem cells can be achieved by the accumulation of *APC*, *KRAS*, *SMAD4* and *TP53*-null mutations.^4, 5^ However, these transformed organoids failed to show a fully metastatic malignant behavior of human CRC.^4, 31^ In contrast, we herein show that triple mutations in *Apc*^*Δ716*^, *Kras*^*G12D*^ and *Trp53*^*R270H*^ showed liver metastasis after being injected into the spleen of NOG mice. Accordingly, it is possible that *Trp53*^*R270H*^ but not *Trp53*-null mutation promotes the metastatic potential of cancer cells.

In the present study, we also demonstrate that the nuclear localization of p53^R270H^ is required for the induction of MPAGS expression, which subsequently induces the malignant phenotypes of intestinal tumors. Moreover, recent studies have shown that a p53 gain-of-function induces a global shift in gene expression through chromatin modification,^19, 20^ and we also consistently found that the promoter accessibility of MPAGS increased. It is therefore conceivable that the remodeling of chromatin in gene promoters by nuclear localized mutant p53 causes hyper-activation of transcription factors, leading to malignant phenotypes. Because >94% of human CRCs carry genetic alterations in the Wnt signaling pathway, such as in APC and β-catenin,^3^ the TCF/β-catenin complex is one of the possible transcription factors that are activated by mutant p53 in colon cancer cells. Indeed, our study demonstrates that the canonical Wnt pathway that had already been activated in *Apc* mutant tumors was further augmented by p53^R270H^, likely through an increased accessibility of Wnt-target genes to the β-catenin/TCF complex, or via the induction of cofactors that enhances the transcription of Wnt-target genes. It has been shown that an increased Wnt/β-catenin activity in CRC cells correlates with an invasive phenotype and cancer stem cell property.^32, 33^ Thus, it is possible that the hyper-activation of the Wnt/β-catenin signaling may be a mechanism that drives the malignant progression induced by p53^R270H^.

It has been shown in 3D cultures that the activation of Wnt/β-catenin signaling together with the epidermal growth factor pathway can induce the tube-like structures of intestinal epithelial cells.^34^ Moreover, such a mechanism may increase the invasive growth of tumor glands into stromal tissues.^35^ We herein observed that p53^R270H^ induced marked morphological changes of tumor organoids to complex glandular structures that correlated with increased invasiveness. Moreover, we also demonstrated increased branching of the tumor glands in human CRC with *TP53* mutations. These data indicate that such morphological and invasive features are driven by p53 mutations, fueled by a hyper-activated Wnt/β-catenin pathway to promote invasion and metastasis (Supplementary Figure 6).

We have previously demonstrated that inflammatory responses have a role in the malignant progression of intestinal tumors.^36^ It has been reported that mutant p53 prolongs TNF-α-induced NF-κB activation, which results in highly prone to inflammation-associated colon cancer,^16^ and that mutant p53 facilitates TNF-α signaling.^37^ These results, taken together, suggest that mutant p53 has a role in malignant progression through the induction of the inflammatory pathway. We show here that inflammatory and innate immune signaling pathways are significantly activated in tumor cells by mutant p53^R270H^ expression, which may be caused by the activation of NF-κB through mutant p53-induced promoter accessibility. Accordingly, *TP53/Trp53* mutation in cancer cells can activate the inflammatory microenvironment, which contributes to malignant progression.

Importantly, it has been shown that inflammatory and innate immune pathways through NF-κB and TLR2 together with Wnt/β-catenin signaling are important for the acquisition of stem cell properties.^30, 38^ Accordingly, the present results suggest that mutant p53^R270H^ can induce stem cell properties in intestinal tumor cells through the activation of both NF-κB pathway and Wnt signaling (Figure 7b and Supplementary Figure 6). Moreover, it is possible that the cytokines expressed by cancer cells further activate inflammatory signaling in tumor cells by some positive feedback mechanism, which then accelerates mutant p53^R270H^-induced malignant progression.

In conclusion, we herein showed that *Trp53*^*R270H*^ mutation promotes the invasion and metastasis of intestinal tumors. Nuclear-accumulated mutant p53^R270H^ induces the acquisition of invasiveness associated with complex glandular structures of tumor organoids, which drives the submucosal invasion and distant metastasis of CRC. The activation of the inflammatory pathway together with Wnt signaling may be important factors to accelerate these mutant p53-induced malignant phenotypes. Therefore, the dynamic regulation of nuclear accumulation for mutant p53 represents an attractive treatment strategy against the malignant progression of CRC and thus warrants further investigation.

## Materials and methods

### Mouse experiments

*Apc*^*Δ716*^ and *villin-CreER* mice were previously described.^21, 39^ *Tgfbr2*^*flox/flox*^, *Trp53*^*LSL·R270H*^ and *Kras*^*LSL•G12D*^ mice were obtained from the Mouse Repository (NCI-Frederick, Frederick, MD, USA).^11, 40, 41^ The genetic background of all strains used in this study is C57BL/6. All animal experiments were performed with the protocol approved by the Committee on Animal Experimentation of Kanazawa University. The generation of the compound mice used in this study is provided in the Supplementary Materials and Methods. For the survival rate analysis, mice were observed until 264 days of age, and the mice were euthanized when they showed a moribund phenotype. The total numbers of polyps in both the small intestine and colon were scored and examined histologically at 22–29 weeks of age (*n*=5 each genotype).

### Human CRC samples

The human CRC tissues were collected in National Cancer Center Hospital East, Japan with informed consent and nine samples were selected after examination of the *TP53* mutation status (*n*=2 each for R273H, and R273C, *n*=1 each for V272M and P278S, *n*=3 for wild type). The four of the nine cases were collected for BREAC trial (Yuki *et al.*, ASCO, 2015; Yamazaki *et al.*, ASCO, 2015). The genetic and clinicopathological information for the human samples are presented in Supplementary Table 2. This study was approved by the institutional review board of the National Cancer Center East (registration #2005-043), and carried out according to the ethical principles of the Declaration of Helsinki.

### Histology and immunohistochemistry

The tissue specimens were fixed in 4% paraformaldehyde, paraffin-embedded and sectioned at 4*-*μm thickness. The sections were stained with Haemotoxylin and Eosin or Masson’s trichrome stain. For immunohistochemistry, antibodies against E-cadherin (R&D Systems, Minneapolis, MN, USA), α-smooth muscle actin (Sigma, St Louis, MO, USA), p53 (CM5) (Leica Biosystems, Wetzlar, Germany), Snail2 (NOVUS Biologicals, Littleton, CO, USA), mesothelin (IBL, Fujioka, Japan), and Ki67 (Life Technologies, Grand Island, NY, USA) were used. Staining signals were visualized using the Vectastain Elite Kit (Vector Laboratories, Burlingame, CA, USA). Human CRC histology sections were also purchased (US Biomax, Rockville, MD, USA).

### Scoring tumor gland branching

The branching frequency of the mouse tumor glands was scored using Haemotoxylin and Eosin sections (*n*=4~6 mice for each genotype). The branching numbers of the individual continuous glands found on the sections were scored blindly in two randomly selected microscopy fields, and three polyps were examined per mouse. The ratio of the numbers of branches was then calculated. The branching frequency of human CRC was scored blindly using Haemotoxylin and Eosin sections. The number of gland branching was counted in three individual glands at the invasion front, and the mean values were calculated.

### Cell culture experiments

The mouse intestinal tumor cell line (AP-MM6) was established using *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ intestinal tumor-derived organoids by subcloning in a 96-well plate (deposited to Riken BioResource Center, Tsukuba, Japan). p53 expression vectors were transfected to AP-MM6 cells using Lipofectamine 2000 (Thermo Fisher Scientific, Rockford, IL, USA), and examined by immunocytochemistry using antibody for p53 (Leica Biosystems), E-cadherin (R&D Systems) and anti-rabbit IgG Alexa 488 as a secondary antibody (Molecular Probes, Eugene, OR, USA). The constructions of the p53 expression vectors are provided in the Supplementary Materials and Methods. The ratio of cells with cytoplasmic p53 was calculated by counting>4 × 10^3^ cells, and experiments for each transfection condition were performed three times independently. The staining intensity of nuclear p53 was measured using the NIH image software program (NIH, Bethesda, MD, USA).

### Organoid culture experiments

The organoid cultures were prepared from small intestinal tumors, as previously described.^42^ Organoid cell proliferation was examined using the Click-iT EdU Imaging System (Invitrogen, Carlsbad, CA, USA), and the EdU labeling index was calculated by counting more than 200 cells each for three independent organoids. The organoids were immunostained using anti-p53 antibody (Leica Biosystems) and Alexa Fluor 488-conjugated antibody (Molecular probes, Grand Island, NY, USA). For the inhibition of p53^R270H^, organoids were treated with pan-histone deacetylase inhibitor suberoylanilide hydroxamic acid (Sigma). The organoid morphologies were categorized as cyst, simple tube or complex tube structures based on their morphologies (Supplementary Figure 4a).

For the invasion assay, the organoids were dissociated with Accutase (Innovative Cell Technologies, San Diego, CA, USA), and 3 × 10^4^ cells in Matrigel were seeded in Fluoroblock inserts with 8-μm pores (Corning, Corning, NY, USA). The culture media of the upper and bottom wells were the same as the organoid culture media. At 10 days after seeding, the cells invading through the pores of the inserts were stained with fluorescent dye Calcein AM (Corning) and examined with a fluorescence microscope. When invading cells were found, the well was judged to be ‘invasion-positive’, and the total number of ‘invasion-positive’ wells was scored for each genotype.

For the suspension array analysis, 1.5 × 10^5^ cells of organoids were cultured for 4 days and the culture medium was collected and used for suspension array analyses according to the manufacturer’s instructions of the Bio-Plex Mouse Cytokine Assay kit (Bio-Rad, Hercules, CA, USA).

### Organoid transplantation experiments

NOD/Shi-*scid Il2rg*−/− mice (NOG mice) were purchased (CIEA, Kawasaki, Japan). The organoids were mechanically dissociated, and 1 × 10^5^ organoid cells were injected s.c. with Matrigel to NOG mice (*n*=4–7 dependent on genotypes). At 4 months after transplantation, the tumors were examined histologically. For the liver metastasis analysis, 1 × 10^5^ organoid cells were injected with Matrigel into the NOG mouse spleens (*n*=2–4 dependent on genotypes). At 1 month after injection, the liver metastases were examined histologically.

### Real-time RT-PCR

For real-time RT-PCR, tumor cells from the invasion and non-invasion areas of intestinal tumors of mice were isolated from frozen sections on a LMD7000 laser microdissection system (Leica Microsystems, Wetzlar, Germany). Total RNA was extracted from laser microdissection samples using an RNeasy Plus Micro extraction kit (Qiagen GmbH, Hilden, Germany), reverse transcribed using a PrimeScript RT reagent kit (Takara, Tokyo, Japan) and amplified using ExTaqII SYBR Premix (Takara) on a Stratagene Mx3000P real-time thermocycler (Agilent Technologies, Santa Clara, CA, Japan). The primer sequences are described in the Supplementary Materials and Methods.

### Next-generation RNA sequencing

Poly A(+) mRNA extracted from the organoids (*n*=2 for each genotype) was used for the sequencing library construction by a TruSeq Stranded mRNA LT Sample Prep Kit (Illumina, San Diego, CA, USA) and an Agilent XT Auto System (Agilent Technologies). The libraries were sequenced by an Illumina HiSeq 2500 (Illumina). The raw reads were mapped to the mouse reference genome (mm10), and the reads per kilobase per million mapped reads (rpkm) values of the genes were calculated using the StrandNGS software package (Strand Genomics, San Francisco, CA, USA). The sequencing data were deposited in the Gene Expression Omnibus (accession code GSE81441).

### Upstream pathway and gene ontology analyses

The MPAGS was analyzed for putative upstream regulators and processes using the Ingenuity Pathway Analysis and gene ontology Analysis software package (Ingenuity Systems; www.ingenuity.com). The activation *z*-scores were calculated as a measurement of the functional and translational activation in the upstream regulator analysis. Pathways with *z*-scores of >2 and *P*-values of <0.05 were designated as activated with statistical significance.

### Statistical analysis

The data were analyzed using an unpaired *t*-test and are presented as the means±s.d. A value of *P*<0.05 was considered to be statistically significant.

## Figures and Tables

**Figure 1:**
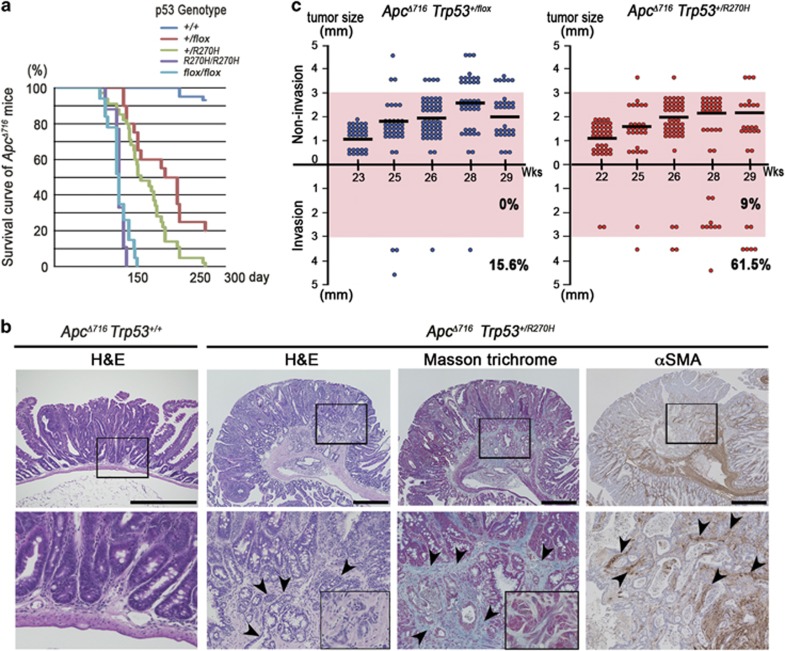
Submucosal invasion of *Apc*^*Δ716*^ intestinal polyps by mutant p53^R270H^. (**a**) The survival curves of each type of *Apc*^*Δ716*^ *Trp53* compound mice are shown. (**b**) Representative photographs *Apc*^*Δ716*^ *Trp53*^*+/+*^ mouse intestinal adenomas (left, H&E) and *Apc*^*Δ716*^ *Trp53*^*+/R270H*^ mouse invasive adenocarcinomas (right, H&E, Masson trichrome and αSMA immunostaining). The bottom photographs are enlarged images of the top (boxed area). The inset in the Masson trichrome staining image (bottom) shows a magnified view of dysplastic tumor cells. The arrowheads indicate invading tumor cells (H&E), collagen fibers (Masson Trichrome) and myofibroblasts (αSMA). Bars, 500 μm. (**c**) Size classification of intestinal tumors of *Apc*^*Δ716*^ *Trp53*^*+/flox*^ mice (left) and *Apc*^*Δ716*^ *Trp53*^*+/R270H*^mice (right) at indicated weeks of ages. The numbers of invasive and non-invasive tumors were separately scored. Each dot indicates an individual tumor. Horizontal bars indicate the mean polyp sizes. The percentages of invasive tumors are indicated for tumors <3 mm (pink area) and ⩾3 mm in diameter (outside of pink area). Wks, weeks.

**Figure 2:**
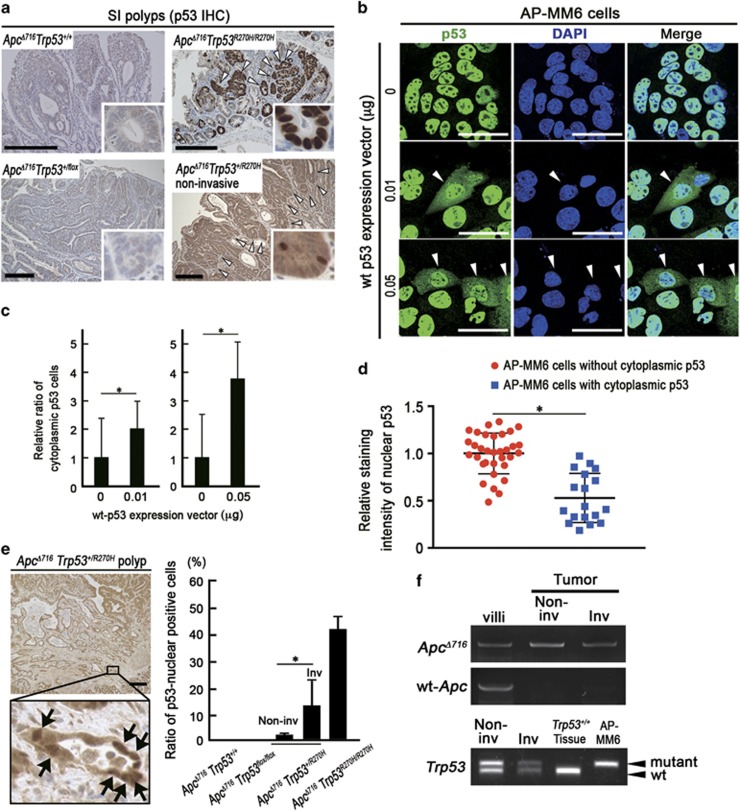
Nuclear localization of p53 in the invasive intestinal tumor cells. (**a**) Representative photographs of immunohistochemistry for p53 in small intestinal (SI) polyps of the indicated genotype mice. The insets show enlarged images. The arrowheads indicate p53 positive tumor cells. Bars, 200 μm. (**b**) Representative photographs of fluorescence immunocytochemistry for p53 (green), nuclear counterstaining with DAPI (blue) and merged images (right) of AP-MM6 cells transfected with the wild-type (wt) p53 expression vector (middle and bottom) and control (top). The arrowheads indicate AP-MM6 cells showing both nuclear and cytoplasmic p53 localization. Bars, 50 μm. (**c**) The ratio of AP-MM6 cells with cytoplasmic p53 distribution after transfection of 0.01 μg (left) or 0.05 μg (right) of wild-type p53 expression vector relative to the control level (mean±s.d.). Asterisks, *P*<0.05. (**d**) Relative staining intensity of nuclear p53 in AP-MM6 cells with or without cytoplasmic distribution of p53 after wt p53 vector transfection (blue and red, respectively). Each dot indicates a single cell. Asterisk, *P*<0.05. (**e**) Representative photographs of immunohistochemistry for p53 in the invasive region of *Apc*^*Δ716*^ *Trp53*^*+/R270H*^ mouse intestinal tumors with low-power magnification (left top) and an enlarged image (left bottom). The arrows indicate tumor cells with nuclear-accumulated p53. Bars, 200 μm. The relative ratio of tumor cells with nuclear-accumulated p53 in the indicated genotypes is shown (mean±s.d.) (right). Asterisk, *P*<0.05. (**f**) An LOH analysis for *Apc* and *Trp53* by LMD-based genomic PCR in the non-invasive (Non-inv) and invasive (Inv) areas of *Apc*^*Δ716*^ *Trp53*^*+/R270H*^ intestinal tumors and normal villi as the controls. The mutant *Trp53* and wild-type *Trp53*-specific bands are indicated as ‘mutant’ and ‘wt’, respectively. Genomic DNA of *Trp53* wild-type mouse tissue and AP-MM6 were used for positive control of wt and mutant *Trp53*, respectively. Note that wild-type (wt) *Apc* was lost in both non-invasive and invasive tumor cells, whereas wild-type *Trp53* is remained in these cells.

**Figure 3:**
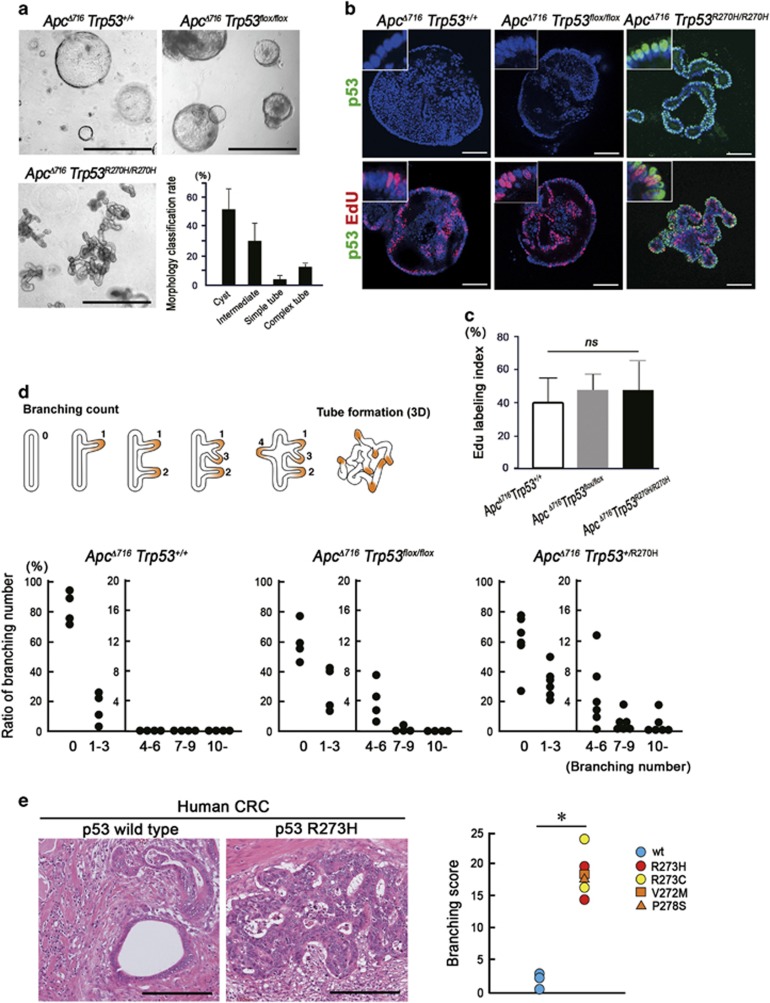
Induction of morphological changes of the tumors by mutant p53^R270H^. (**a**) Representative photographs of the indicated genotype organoids. Bars, 1 mm. The ratios of morphological classifications of *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ organoids are shown as a bar graph (mean±s.d.) (bottom right). (**b**) Representative confocal microscopy images of *Apc*^*Δ716*^ *Trp53*^*+/+*^ (left), *Apc*^*Δ716*^ *Trp53*^*flox/flox*^ (center) and *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ tumor organoids (right). Fluorescence immunostaining for p53 (green, top) and double immunostaining for p53 and EdU (green and red, respectively, bottom) with DAPI staining (blue). The insets show enlarged images. Bars, 100 μm. (**c**) The EdU labeling index of tumor organoids is shown (mean±s.d.). *ns*, not significant. (**d**) A schematic diagram of the representative patterns of intestinal tumor branching leading to tube formation (top). The ratio of the branching number classification of *Apc*^*Δ716*^ *Trp53*^*+/+*^, *Apc*^*Δ716*^ *Trp53*^*flox/flox*^ and *Apc*^*Δ716*^ *Trp53*^*+/R270H*^ intestinal tumors are shown (bottom). Each dot represents the average rate (%) of the branching number in the individual mouse tumors. (**e**) Representative micrographs of human CRC with *TP53* wild-type and R273H mutation (left, H&E). *Bars*, 200μm. Branching scores of human CRC with *TP53* mutations around codon 273 (red, yellow and orange) compared with *TP53* wild-type cases (blue) are shown (right). Asterisk, *P*<0.05.

**Figure 4:**
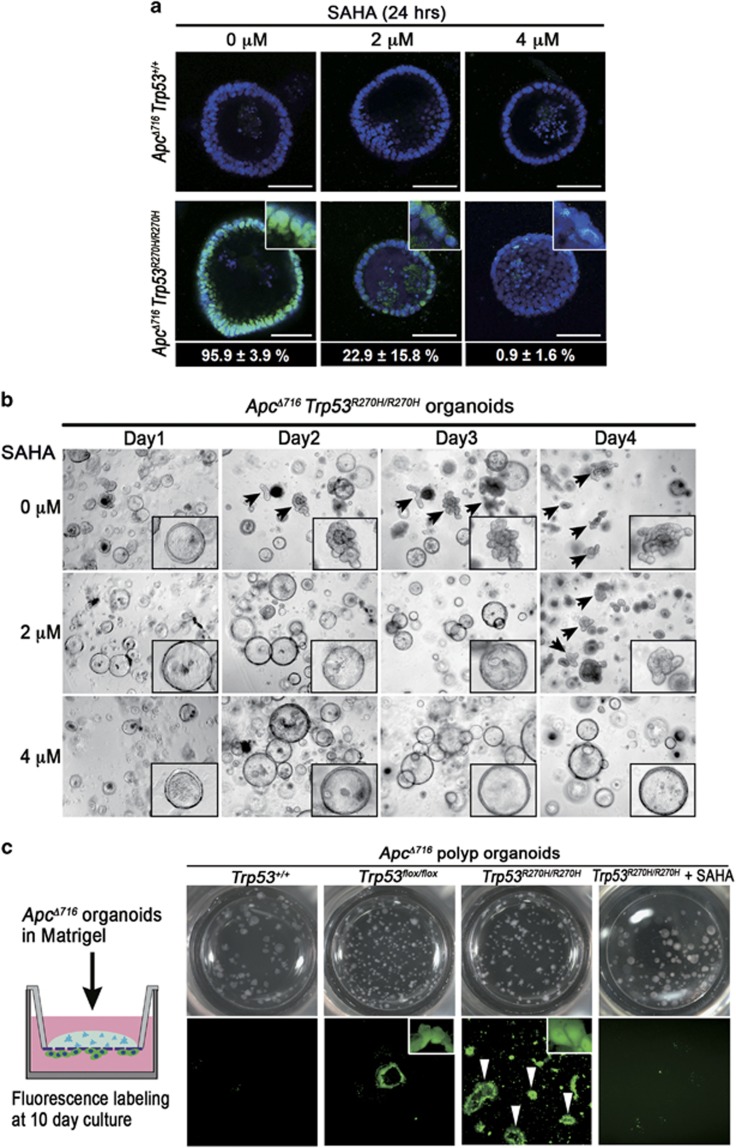
Complex tube structure formation and the acquisition of invasiveness by mutant p53^R270H^. (**a**) Representative confocal microscopy images of fluorescence immunostaining for p53 (green) with nuclear counterstaining DAPI (blue) of *Apc*^*Δ716*^ *Trp53*^*+/+*^ (top) and *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ organoids (bottom) treated with the indicated concentration of SAHA. Insets indicate enlarged images. Bars, 100 μm. Ratios of the cells with nuclear-accumulated p53 in the *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ organoids treated with SAHA at each concentration are indicated in the bottom (mean%±s.d.%). (**b**) Representative dissecting microscopy photographs of *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ organoids at Days 1–4 after SAHA treatment with the indicated concentration. The arrows indicate organoids with complex tubular structures. Insets indicate enlarged images. (**c**) An illustration of the organoid invasion assay (left). Representative dissecting microscopy photographs of upper wells (top) and fluorescence microscopy images of the bottom surface of transwells (bottom) of the indicated genotype organoids and SAHA-treated *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ organoids. The arrowheads indicate invading tumor cells forming a glandular structure.

**Figure 5:**
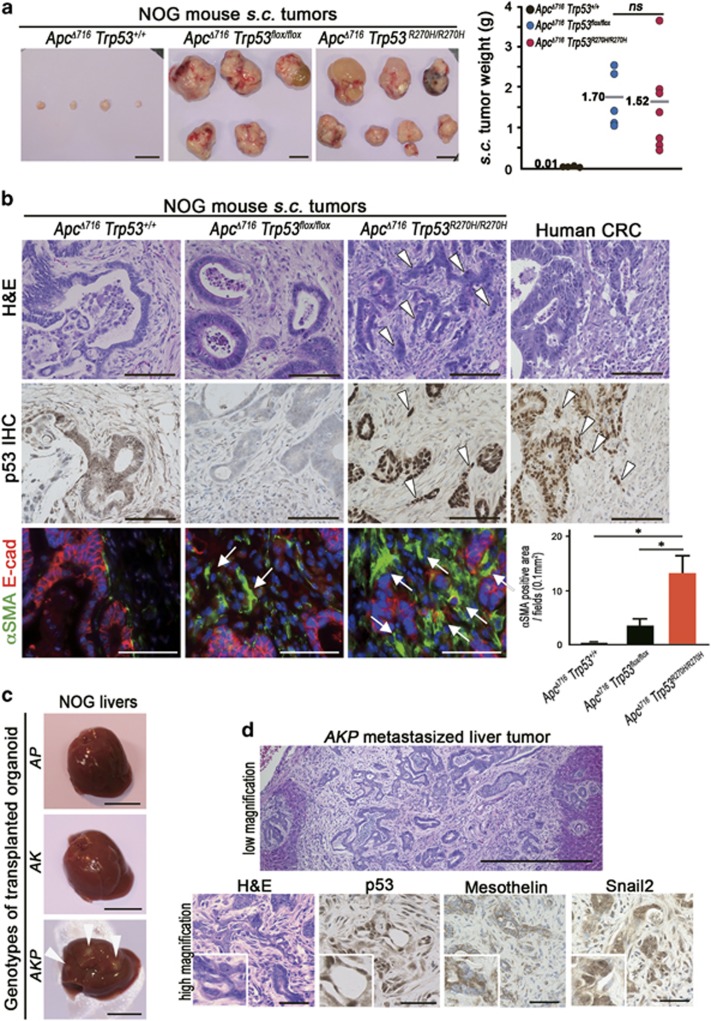
Malignant tumor formation in NOG mice by p53^R270H^ organoids. (**a**) Representative macroscopic photographs of the organoid-derived s.c. tumors in NOG mice at 4 months after transplantation (left, three photographs). Bars, 1 cm. The weights of s.c. tumors for each genotype with the average are plotted in a dot graph (right). ns, not significant. (**b**) Representative histology photographs of organoid-derived s.c. tumors and human CRC (stage IIIB). H&E (top) and immunohistochemistory for p53 (middle) and double fluorescence immunostaining for αSMA (green) and E-cadherin (red) (bottom). The arrowheads indicate the sheets of tumor cells in *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ s.c. tumors and human CRC. The arrows indicate αSMA-positive myofibroblasts. Bars, 100 μm. The αSMA-positive areas for each tumor genotype determined using fluorescence immunohistochemistry are shown as a bar graph (mean±s.d.). Asterisks, *P*<0.05. (**c**) The macroscopic photographs of NOG mouse livers at 1 month after injection of the organoids into the spleen. The arrowheads indicate metastasized tumors. *AP*, *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^; *AK*, *Apc*^*Δ716*^ *Kras*^*G12D*^; *AKP*, *Apc*^*Δ716*^ *Kras*^*G12D*^ *Trp53*^*+/R270H*^. Bars, 1 cm. (**d**) Representative photographs of metastasized *AKP* organoid-derived tumors in NOG mouse livers. H&E staining (top and bottom left) and immunohistochemistry for p53, mesothelin and Snail2 (bottom, left to right). Bars, 500 μm (top) and 50 μm (bottom).

**Figure 6:**
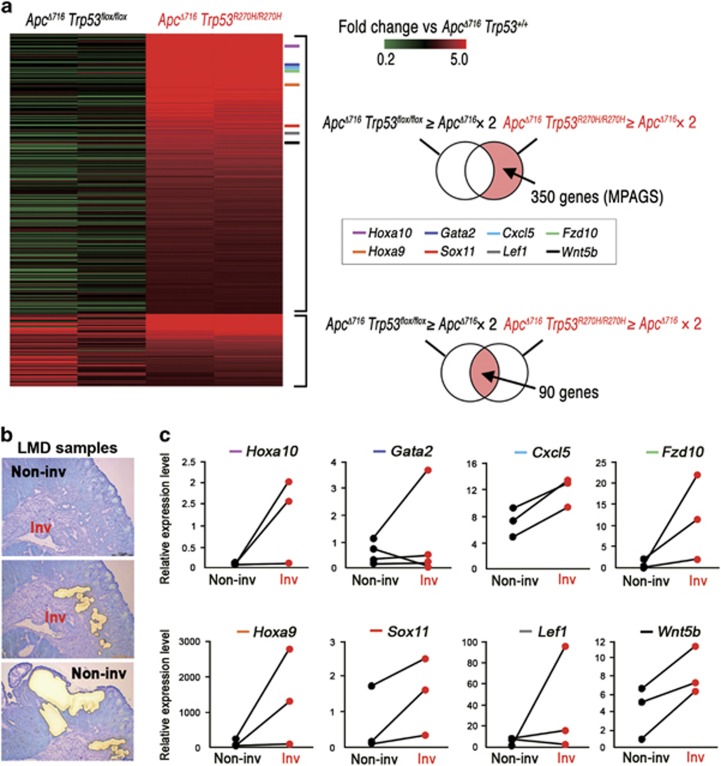
Expression of a wide range of genes by nuclear-accumulated p53^R270H^. (**a**) A heat map of 440 genes that are upregulated in *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ organoids more than twofold compared with *Apc*^*Δ716*^ *Trp53*^*+/+*^ organoids. Of 440 genes, 350 were upregulated in *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ organoids, but not in *Apc*^*Δ716*^ *Trp53*^*flox/flox*^ organoids, and were designated as the mutant p53-activated gene set (MPAGS), whereas the other 90 genes were upregulated in both *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ and *Apc*^*Δ716*^ *Trp53*^*flox/flox*^ organoids. (**b**) Representative photographs of an intestinal tumor after the collection of invasive tumor cells (middle) and non-invasive tumor cells (bottom) by LMD. (**c**) Relative mRNA expression of eight selected genes from the MPAGS in non-invasive area (Non-inv) and invasive area (Inv) of *Apc*^*Δ716*^ *Trp53*^*+/R270H*^ mouse tumors. The lines connect the real-time RT-PCR results of the non-invasion (closed) and invasion (red) areas of the same tumors.

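For 56 of the 90 genes higher in both mutant genotypes, a single *Apc*Δ716 *Trp53* flox/flox library was under 2-fold the *Trp53*+/+ mean, so that their place among the 90 depended on the other *Trp53* flox/flox library. With every replicate pair required to be at least 2-fold apart 26 genes met the criterion in both genotypes, and with a pseudocount of 1 added to each value 48 did. Limma called 39 of the 90 above *Trp53*+/+ in *Trp53* R270H/R270H organoids. The 5 largest *Trp53* R270H/R270H ratios were at least 69.8-fold in *Slc38a4*, at least 44.5-fold in *LOC100505096*, 27.5-fold in *Cd177*, 16.7-fold in *Lrrn3* and at least 11.8-fold in *Aldh1a3*. *Slc38a4*, on chromosome 15 (96994820 to 97055956), was at the floor in both *Trp53*+/+ libraries and in *Trp53* flox/flox replicate 1, at 11.5 rpkm in *Trp53* flox/flox replicate 2 and at 69.8±2.66 rpkm in *Trp53* R270H/R270H organoids (n=2, log2 fold change 5.15 against *Trp53*+/+, s.e. 0.83, adjusted p=0.0236 from limma). *Lrrn3* differed the other way between the *Trp53* flox/flox libraries, with 6.51 rpkm in replicate 1 and 1 in replicate 2. In all 5 genes both *Trp53* R270H/R270H libraries lay above both *Trp53* flox/flox libraries, and their log2 fold changes in *Trp53* flox/flox against *Trp53*+/+ were not called (adjusted p from 0.0726 in *Aldh1a3* to 0.623 in *Lrrn3*).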

**Figure 7:**
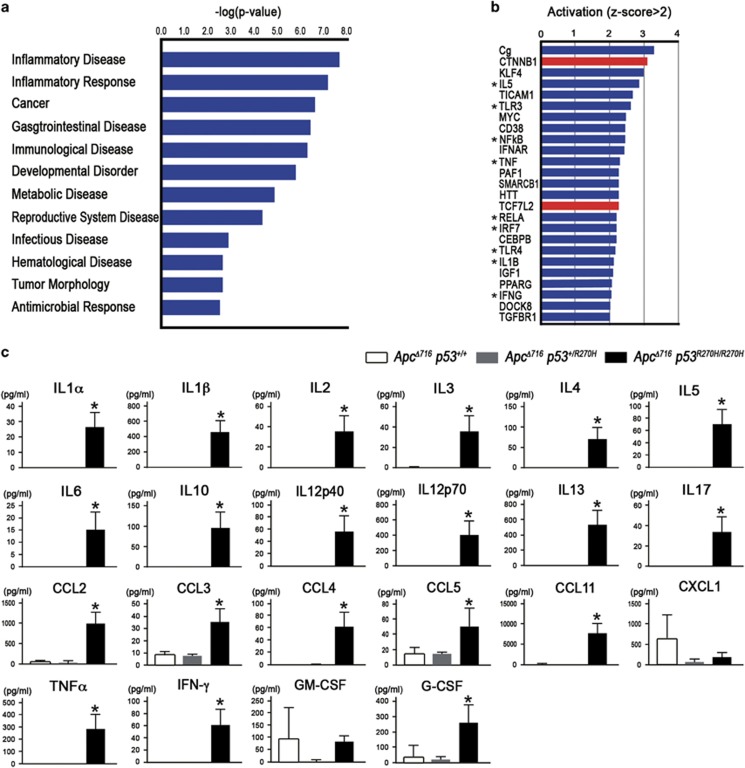
Activation of inflammatory and innate immune pathways in tumor cells by p53^R270H^. (**a**) The results of a gene ontology (GO) analysis using MPAGS showing significantly activated disease category in *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ organoids aligned by *P*-values. (**b**) The results of an ingenuity pathway analysis (IPA) showing significantly upregulated pathways in *Apc*^*Δ716*^ *Trp53*^*R270H/R270H*^ organoids aligned by *P*-values. Asterisks, inflammatory and innate immune pathways. *Red bars*, Wnt/β-catenin signaling. (**c**) Medium concentration of cytokines and chemokines in the organoid cultures for the indicated genotypes are shown as bar graphs (mean±s.d.). Asterisks, *P*<0.05.

# Supplementary material for: Intestinal cancer progression by mutant p53 through the acquisition of invasiveness associated with complex glandular formation
**Source:** Oncogene. 2017 Jun 19;36(42):5885–96. doi: 10.1038/onc.2017.194
**Supplement:** Supplementary Materials and Methods

**Supplementary Materials and Methods**

*Generation of compound mouse strains*

To generate *Apc∆716 Trp53R270H/R270H* and *Apc∆716 Trp53+/R270H* mice, *Apc∆716 Trp53LSL·R270H/LSL·R270H villin-CreER* and *Apc∆716 Trp53+/LSL·R270H villin-CreER* compound mutant mice were treated with tamoxifen at 4 mg/mouse once a week from 8 weeks of age. *Apc∆716 KrasG12D*, *Apc∆716 Tgfbr2∆IEC*, and *Apc∆716 KrasG12D Trp53+/R270H* mice were generated by treating *Apc∆716 KrasLSL·G12D villin-CreER*, *Apc∆716 Tgfbr2flox/flox villin-CreER*, and *Apc∆716 KrasLSL·G12D Trp53+/LSL·R270H villin-CreER* compound mice with tamoxifen, respectively, at 4 mg/mouse once a week from 8 weeks of age.

*Histology and immunohistochemistry*

For immunohistochemistry of Ki67, anti-Ki67 antibody (Life Technologies, Grand Island, NY, USA) was used. The mean Ki67 labeling index was calculated as the number of Ki67 positive cells divided by the total number of cells by counting 5 independent microscopic fields ( 200). For apoptosis analysis, the ApopTag *In situ* Apoptosis Detection Kit (Millipore, Darmstadt, Germany) was used. For immunohistochemistry of human p53, anti-human p53 antibody (DO-7) (DAKO, Santa Clara, CA, USA) was used as the primary antibody.

*Construction of wild-type p53 expression vectors*

For the construction of the p53 expression plasmid, the coding region of wild-type murine p53 cDNA was amplified by RT-PCR from C57BL/6 intestinal RNA with the primers: CCAGCAGGGTGTCACGCTTCT (forward) and GATGCAGAGGCAGTCAGTCTGAGTCA (reverse). The amplified p53 cDNA was subcloned to a pcDNA 3.1(+) expression vector (Invitrogen, Carlsbad, CA, USA) to construct wild-type p53 expression vector, and the sequence was confirmed.

*Primer sequences for RT-PCR.*

The primer sequences used for RT-PCR are as follows (purchased from Takara).

| Gene | Forward | Reverse |
| --- | --- | --- |
| *p53* | AACTTACCAGGGCAACTATGGCTTC | AACTGCACAGGGCACGTCTTC |
| *Cd44* | TTTAACCTATATGCAGCAAGCCACT | CAGAATCATCACCACTATGGCAAG |
| *Hoxa10* | AGCAAAGCGCCTTCGTTAG | AGCGTCTGGTGCTTCGTGTA |
| *Gata2* | GGCTCTACCACAAGATGAATGGA | CGCCATAAGGTGGTGGTTGTC |
| *Cxcl5* | TGATCCCTGCAGGTCCACA | CTGCGAGTGCATTCCGCTTA |
| *Fzd10* | GCCACCCAGCACAAGTGTAAGA | CCAGCAGCATGGACACTTTGA |
| *Hoxa9* | AGAATGAGAGCGGCGGAGAC | AGCGAGCATGTAGCCAGTTG |
| *Sox11* | AAGCATGGTGATCGTGTCTTGG | ATGGAGTTTGCTGGCATTGGA |
| *Lef1* | CAACCAGATCCTGGGCAGAAG | CGCTGACCAGCCTGGATAAAG |
| *Wnt5b* | CTCTCATGAACCTACAGAACAACGA | TGGAGCCAGCAGGTCTTGA |

*Clustering analysis*

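Of the 36172 genes listed, the number at 4 rpkm or more was 9100 and 9045 in the *Trp53*+/+ libraries, 8409 and 8865 in the *Trp53* flox/flox libraries and 9039 and 9201 in the *Trp53* R270H/R270H libraries. The median over the genes kept was 13.4 rpkm in both *Trp53*+/+ libraries, 12.4 and 13.1 rpkm in *Trp53* flox/flox and 13.3 and 13.6 rpkm in *Trp53* R270H/R270H, and the 10 most abundant genes held 6.95 to 7.78% of the summed rpkm of a library. A filter that kept every gene above the floor in at least 1 library would have left 12412 genes. A stricter one, which asked for 4 rpkm in both replicates of the higher genotype, left 395 genes at least 2-fold higher in *Trp53* R270H/R270H organoids and 324 in MPAGS.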

For clustering analyses of the RNA sequencing data generated from *Apc∆716 Trp53+/+*, *Apc∆716 Trp53flox/flox*, and *Apc∆716 Trp53R270H/R270H* organoids, low-expressing genes that showed less than 4 reads per kilobase per million mapped reads (rpkm) in all 3 genotype samples were first removed. Following this pre-processing, average-linkage clustering analyses with correlation-based metric were performed with the Cluster 3.0 software package,1 and the clustering results were visualized using the Java TreeView software program.2

*Chromatin accessibility assay*

*The chromatin accessibility of the promoter regions was ascertained using a Chromatin Accessibility Assay Kit (Abcam, Cambridge, UK). The isolated chromatin DNA complexes from organoid cells were untreated or treated with nuclease before DNA extraction and purification. A genomic PCR for the promoter regions of the respective genes was then performed. The primer sequences used for this study are as follows. The fold enrichment (FE) was calculated as the ratio of the amplification efficiency of the nuclease-treated DNA samples to that of the undigested control counterparts, using the following formula: FE = 2 (Nse Ct – noNse Ct)  100(%)*

| Gene | Forward | Reverse |
| --- | --- | --- |
| *Hoxa9* | ACTCTCAGTTGCCGCTGTTT | TGGAAGCGGAGAGACAGATT |
| *Hoxa10* | GCTCAAAGGAGAGCGAGAGA | CGCATACTCCCCATCCTCTA |
| *Gata2* | AGAAGCCGAGAAAGCCTTCC | GGGAGGTCTAGCAAGAGGGA |
| *Lef1* | ACCCTATCACACTGGAGGCT | ACAACAAGGGGCTGGTGAAA |
| *Sox11* | ACTCGCGGATTTCTTTTGAA | CACTACTCCCACCAGCCAAT |
| *Fzd10* | AAGGGTCACCACGATTCAAG | AAATTTCAAAAGGGCCGAGT |
| *Cxcl5* | ACATGGCCAGAGGTTTTGAG | GCCACCTGGTGATGAAAGAT |
| *Wnt5b* | GGACTCCCCAAAGCCTCTTC | TGTTTGGCCTTAGCTCAGGG |

References

1. de Hoon MJL, Imoto S, Nolan J, Miyano S. Open source clustering software. *Bioinformatics* 2004; **20**: 1453-1454.

2. Saldanha AJ. Java Treeview-extensible visualization of microarray data. *Bioinformatics* 2004; **20**:3246-3248.

# Supplementary material for: Intestinal cancer progression by mutant p53 through the acquisition of invasiveness associated with complex glandular formation
**Source:** Oncogene. 2017 Jun 19;36(42):5885–96. doi: 10.1038/onc.2017.194
**Supplement:** Supplementary Table 1

Supplementary Table 1. List of "the mutant p53-activated gene set (MPAGS)".

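Each entry of the published list of MPAGS genes gives a gene with its rpkm in the 6 libraries, floored at 1, and the ratios of the genotype means to *Trp53*+/+. For 330 of the entries the values could be read, and 314 of these had the same 6 values as the deposited table, to within 0.1%. All 314 were in the re-derived set. The other 16 entries read had some values that differed from the deposited ones, and 20 re-derived genes had no entry that could be read. The published ratio of *Trp53* R270H/R270H to *Trp53*+/+ was within 1% of the recomputed ratio in 328 of the 330 entries, and the ratio of *Trp53* flox/flox to *Trp53*+/+ in all 330. The exceptions were *Itgb5*, where the recomputed ratio was 3.74 and the ratio read from the list 4.72, and *6430573F11Rik*, where they were 3.41 and 3.14. Of the 314 entries with the same 6 values, 312 had a ratio within 1%, so both exceptions had the deposited rpkm values. Whether these differences, and those of the 16 entries, are in the original list or arose in reading it is not known.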

# Supplementary material for: Intestinal cancer progression by mutant p53 through the acquisition of invasiveness associated with complex glandular formation
**Source:** Oncogene. 2017 Jun 19;36(42):5885–96. doi: 10.1038/onc.2017.194
**Supplement:** Supplementary Table 2

Supplementary Table 2. Clinicopathological information of human CRC samples

How the deposited data were processed for this re-analysis (not part of the article)

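The authors mapped the reads to mm10 and calculated RPKM values with StrandNGS, and the deposited table of these values, 36172 genes in 6 libraries, was the starting point. The version of StrandNGS, its gene annotation and its read filters are not stated in the paper's text. No deposited value is below 1, so lower values appear to have been raised to 1. This is inferred from the values and is not stated in the paper's text. Everything under 1 is unknown, ratios against a group at that floor are lower bounds, pseudocounts were added on top of the floor, and rescaling moved the floored values with the others.

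Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1, were used. Genes were placed on GRCm38 by GENCODE M21, which matched 31252 of the genes listed and 9965 (99.2%) of those that passed the filter; 454 entries share a symbol with another entry and were kept apart by their identifiers. The filter kept 10042 genes with at least 4 RPKM in at least 1 library.

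Depth was estimated from short RNA genes under 230 nt, whose RPKM values rise in steps of 1 read, on a grid from 20 to 70 M reads. Each estimate was set against 1000 shuffles in which gene lengths were changed by up to 10%. Values are given to 3 significant digits and log2 values to 2 decimals.

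Groups were the 3 genotypes, with 2 libraries each. The 2-fold rules compared genotype means of RPKM. In limma, log2(RPKM+1) was fitted with lmFit and eBayes (trend=TRUE) for all 6 libraries without a block, with two-sided tests and Benjamini-Hochberg adjustment over genes at 0.05. Gene lists were tested with camera at an inter-gene correlation of 0.01, adjusted over 12 tests, and set against 10000 random lists drawn from 50 bins of expression. Overlaps used Fisher's exact test, adjusted over 3 lists. Genes were clustered by average linkage on a correlation distance. Chromosome shifts used 10000 random assignments of genes.

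The replicate numbers come from the sample titles. Same-numbered libraries of different genotypes come from different mice, so the number need not mean a shared batch. A block on the number was tried, and also a block with the *R270H/R270H* numbers exchanged, because same-numbered deviations of that genotype were negatively correlated with those of the others.

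The alternatives were a filter of 1 RPKM or of 4 RPKM in both replicates, pseudocounts of 0.1 and 1, no pseudocount above the floor, median-of-ratios and upper-quartile scaling, a 2-fold difference in every replicate pair, a tree divided at 0.2 or 0.5, no trend in eBayes, weights for each genotype, fits of only the 2 genotypes compared, and each library left out in turn. For single genes only 4 of these were run apart from leaving libraries out: a pseudocount of 0.1, median-of-ratios scaling and the 2 blocks.

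Genes are named when the paper names them, when they are members of a tested list, or when they are among the 10 largest rises in MPAGS or the 10 largest falls called by limma, or the 5 largest rises among the genes higher in both genotypes. One gene that meets this rule is not reported. The gene lists were written after the published MPAGS list had been read, so all tests of lists that share genes with it, and not only the overlaps, depend on that choice.

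The code was tested on simulated data. With the spread of each genotype, 80 of 196 genes changed by 1 on the log2 scale were called (40.8%), and 184 of 190 changed by 2 (96.8%), with 0 false calls. With an equal spread 191 of 193 and 190 of 190 were called, with 11 and 7 false calls. These counts were scored only in *R270H/R270H* against *+/+*. False calls in comparisons with *flox/flox*, the genotype with the largest spread, were therefore not measured. The camera test found a shift of 0.5 in 100 of 100 draws and gave p under 0.05 in 3 of 100 draws without a shift. Those draws used the Wnt list in *R270H/R270H* against *+/+*, with noise independent between genes. They therefore do not give the rate of false results for lists whose genes vary together.

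The pathway and upstream regulator analyses of the paper rest on a commercial database that was not used here. RT-PCR, chromatin accessibility, cytokine measurements and histology were not analysed here.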

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

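The tests of scaling, of differences between preparations, of depth and of duplicate deposits, and all tests that concern chromosomes 13 and 5, were chosen only after the results they bear on had been seen. Each result in this part was singled out because it comes from data of the deposited table that the paper does not analyze.

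By the 2-fold rule, 612 genes were lower in *Apc*Δ716 *Trp53* R270H/R270H than in *Trp53*+/+ organoids, more than the 440 that were higher. Of the 612, 350 were not lower in *Trp53* flox/flox and 262 were, and limma called 349. The ratio of lower to higher genes was 1.39 as deposited, 1.47 after median-of-ratios scaling, 1.34 after a trend on GC content and gene length was removed (578 lower and 433 higher) and 1.31 without chromosome 13, so these explanations left the excess under the 2-fold rule in place. The direction depended on the method, since limma called 588 genes higher and 639 lower, but 3200 higher and 2787 lower with weights for each genotype, 3136 and 2585 with only the 2 genotypes compared, and 1039 and 868 with a filter of 1 rpkm. Differences between organoid preparations could account for it, because the 2 *Trp53* flox/flox libraries were at least 2-fold apart in 1262 genes, more than the 990 to 1212 genes between *Trp53* R270H/R270H and *Trp53*+/+ libraries. The pairs of the genotypes compared speak against it, with 10 genes 2-fold apart in *Trp53*+/+ and 26 in *Trp53* R270H/R270H. Loss of activation by p53 is a hypothesis for part of the falls, because 26 of 30 p53 targets were lower in *Trp53* R270H/R270H and 29 in *Trp53* flox/flox (camera test, adjusted p=1.94e-14 and adjusted p=6.42e-14). For falls outside these targets the cause cannot be told apart with 2 preparations per genotype.

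The 2 *Trp53* flox/flox libraries differed in 1262 genes by at least 2-fold, against 10 genes for the *Trp53*+/+ pair and 26 for the *Trp53* R270H/R270H pair. The s.d. of their log2 difference was 0.64, and it was 0.60 after GC content and length were accounted for and 0.63 after chromosome medians were removed, so neither explains the difference. A ratio of estimated depths of 1.023 cannot decide whether depth matters, because the depth of *Trp53* flox/flox replicate 1 was not established. Marker genes of fibroblasts, leukocytes and endothelial cells had a median log2 difference of 0.0 between the libraries, but 15 of the 28 markers stood at the floor in all 6 libraries and 8 of the 13 seen in *Trp53* flox/flox were at least 2-fold higher in replicate 2, so RNA from other cells cannot be excluded. The close agreement of the other pairs is not explained by a library deposited under 2 names, because the difference within the pairs was at least 2.97 times the counting noise. It cannot be told whether the *Trp53* flox/flox pair differs for a biological or a technical reason.

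*Xist*, on the X chromosome, was at 11.8 and 69.0 rpkm in the *Trp53* flox/flox libraries and at the floor in the other 4. *Eif2s3y*, on the Y chromosome, was at the floor in *Trp53* flox/flox, at 66.9 and 67.8 rpkm in *Trp53*+/+ and at 22.9 and 25.5 rpkm in *Trp53* R270H/R270H. The *Trp53* flox/flox mice were therefore likely female and the others male, so sex is confounded with the comparison to *Trp53* flox/flox. Genes on X and Y made up 2.67% of the genes called between *Trp53* R270H/R270H and *Trp53* flox/flox and 2.9% of the genes tested, and 2.57% of MPAGS against 2.91% of the other genes (Fisher's exact test, p=0.871). Genes on the sex chromosomes therefore do not account for these sets, but effects of sex on autosomal genes cannot be told apart from genotype.

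Genes of chromosome 13 had a median log2 difference of -0.36 relative to all autosomes in *Trp53* R270H/R270H against *Trp53*+/+ organoids, and 87% of the 354 genes were lower. The shift was present in both libraries (-0.30 and -0.42), and against *Trp53* flox/flox it was -0.27. The largest shift of any chromosome between the *Trp53*+/+ libraries was 0.02. The *Trp53* R270H/R270H libraries differed from each other by 0.08 on chromosome 13, and the *Trp53* flox/flox libraries by 0.33 on chromosome 5. The shift of chromosome 13 was -0.41 after a trend on GC content and length was removed and -0.41 among genes with a mean of at least 20 rpkm. On this chromosome 100% of the windows of 25 genes lay on the same side. A copy lost in part of the cells is a candidate explanation, since the spread of chromosome medians was larger than in random assignments of genes (permutation p=0.0001, the smallest it can give). DNA was not analysed here, and a change in culture cannot be told apart from one in the tumor. Chromosome 13 held 5 MPAGS genes.

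Genes of chromosome 5 had a median of 0.32 in *Trp53* flox/flox replicate 1 against *Trp53*+/+ relative to all autosomes, and 0.02 in replicate 2. The shift was 0.39 after GC content and length were accounted for and 0.38 among genes with a mean of at least 20 rpkm, and 80.8% of the windows lay on the same side. A gain of the chromosome in that preparation is a candidate explanation (permutation p=0.0001 for *Trp53* flox/flox against *Trp53*+/+, the smallest it can give), which cannot be decided from RNA. Chromosome 5 held 18 MPAGS genes, among them *Cxcl5*, *Fzd10* and *Oas1a*.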

How the results depend on the processing

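The exchanged pairing, and the alternatives for the lists of interferon, NF-κB and Wnt genes in *Trp53* flox/flox against *Trp53*+/+ and of p53 targets in *Trp53* R270H/R270H against *Trp53* flox/flox, were chosen only after the data had been seen. All other alternatives were chosen before the data were examined.

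The counts of the 2-fold rules moved by less than the limit set for them, except that of the 90 genes higher in both genotypes, which was 48 with a pseudocount of 1 and 26 when every replicate pair had to be 2-fold apart. The largest *Trp53* R270H/R270H cluster held 1397 to 2457 genes when single libraries were left out.

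The numbers of genes called by limma depended strongly on how the spread was modelled. They follow as higher and lower in *Trp53* R270H/R270H against *Trp53*+/+, in *Trp53* R270H/R270H against *Trp53* flox/flox and in *Trp53* flox/flox against *Trp53*+/+. With a change of at least 2-fold also required they were 268 and 297, 521 and 419, and 151 and 342. With the replicate number as a block they were 255 and 295, 668 and 488, and 71 and 209. With weights for each genotype they were 3200 and 2787, 377 and 157, and 35 and 115. With only the 2 genotypes compared in the fit they were 3136 and 2585, 257 and 121, and 9 and 38. A filter of 1 rpkm gave 1039 genes higher in *Trp53* R270H/R270H than in *Trp53*+/+. No calls were made with a library left out, because 1 library in a group leaves it without a spread of its own.

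Of 72 list medians recomputed with all libraries 71 were read as before and 1 was reversed; of 48 with a library left out 6 moved beyond the limit. The median of the interferon list in *Trp53* flox/flox against *Trp53*+/+ turned to 0.034 with a filter of 1 rpkm. The odds ratio of the inflammatory list was 3.64 for genes called by limma above both other genotypes and 2.65 without *Trp53* flox/flox replicate 1. The median of the Wnt list in *Trp53* flox/flox against *Trp53*+/+ ranged from -0.504 to -0.266 when single libraries were left out. With single libraries left out, the median of the p53 targets ranged from -1.48 to -1.39 in *Trp53* R270H/R270H against *Trp53*+/+ and from -1.48 to -1.05 in *Trp53* flox/flox against *Trp53*+/+, that of the interferon list in *Trp53* R270H/R270H against *Trp53* flox/flox from 0.518 to 0.939, and that of the NF-κB list in *Trp53* flox/flox against *Trp53*+/+ from 0.351 to 0.685. The sign changed in 3 medians near 0, which ranged from -0.12 to 0.13 for the interferon list in *Trp53* flox/flox against *Trp53*+/+, from -0.12 to 0.05 for the NF-κB list in *Trp53* R270H/R270H against *Trp53*+/+ and from -0.06 to 0.07 for the p53 targets in *Trp53* R270H/R270H against *Trp53* flox/flox.

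For 40 named genes 51 fold changes were recomputed. In 197 recomputed values the call stayed the same and in 7 it was lost, for *Cdkn1a*, *Ltf*, *Slc28a2* and *Tubb4a* under the block and for *Ltf*, *Slc28a2* and *Tubb4a* with a pseudocount of 0.1.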

Differences from the paper's values

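None of the tests in this part was chosen only after the result was seen, apart from the block with exchanged numbers and the alternatives for the *Trp53* flox/flox median. The counts of 440, 350 and 90 genes are equal to those of the paper.

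In the published list the *Trp53* R270H/R270H ratio of *Itgb5* is 4.72 and the recomputed ratio is 3.74, and that of *6430573F11Rik* is 3.14 and the recomputed ratio 3.41. The reason is not known, and an error in reading the published list cannot be excluded. Neither gene changes its place in MPAGS.

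The paper states that inflammatory and innate immune pathways were activated in *Trp53* R270H/R270H organoids. The interferon and innate immune list was higher in *Trp53* R270H/R270H than in *Trp53*+/+ (median 0.45), although it was written after the MPAGS list had been read, but the list of inflammatory and NF-κB genes had a median log2 fold change of -0.05 in *Trp53* R270H/R270H against *Trp53*+/+ (camera test, adjusted p=0.964, unadjusted p-values over the alternatives from 0.899 to 0.991), with 11 genes higher and 11 lower, and it was higher in *Trp53* flox/flox than in *Trp53*+/+, by a median of 0.50. The difference between *Trp53* flox/flox and *Trp53*+/+ cannot be credited to *Trp53* alone, because sex is confounded with it and RNA from other cells could not be excluded. Among the MPAGS genes alone the NF-κB list was over-represented (odds ratio 6.21). The paper's statement rests on other evidence, which was not examined here. This was an ontology and a pathway analysis of the selected genes, and protein measurements in culture medium. The paper reports significant increases of most cytokines and chemokines in *Trp53* R270H/R270H medium. The lists tested here cover transcripts only, so they do not answer that part of the statement.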

Other observations

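The test of cytokine transcripts was chosen only after the result was seen.

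Imprinted genes were frequent among the genes raised in *Trp53* R270H/R270H organoids. Of 12 that passed the filter 10 were higher than in *Trp53*+/+, with a median log2 fold change of 1.27, at percentile 100 of 10000 random lists matched on expression, and 1.68 against *Trp53* flox/flox, also at percentile 100. Of the 12, 5 were in MPAGS: *H19*, *Peg3* (log2 fold change 2.32), *Zim1* (2.26), *Cdkn1c* (1.93) and *Asb4* (1.75). Limma did not call *Asb4* against *Trp53*+/+ (adjusted p=0.08). The imprinted list was written after the MPAGS list had been read, so these percentiles are not independent of that selection. The 7 outside MPAGS had a median of 0.24, at percentile 86.45, but the MPAGS rule had removed 5 genes because they rose, so this cannot tell whether the class rose. Among the 7, *Slc38a4* rose by 5.15 (adjusted p=0.0236, higher in both libraries, range over the single-gene alternatives 0.0226 to 0.0369).

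*Hoxa9*, *Hoxa10* and *Evx1* were in MPAGS. Of 8 Hox genes above the floor and outside MPAGS, 4 (*Hoxa11*, *Hoxa5*, *Hoxa7* and *Hoxb4*) had both *Trp53* R270H/R270H libraries above the other 4, at values below 2 rpkm. Whether the tumors came from different positions along the intestine cannot be decided from 4 of 8 genes at such low values.

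Of 22 cytokines measured in culture medium 17 had transcripts at the floor in all 6 libraries. Everything under 1 rpkm is unknown, so these transcripts need not be absent. The paper measured secreted protein and reports higher levels of most in *Trp53* R270H/R270H medium, which the floored values cannot test. Low depth is not a likely reason for values at the floor where depth could be estimated. There, 1 rpkm stands for 55.8 reads on a cytokine gene of median length at the lowest estimated depth. For *Trp53* flox/flox replicate 1, whose depth is not known, this cannot be told. *Tnf* was at 5.26 and 3.84 rpkm in *Trp53*+/+, 8.42 and 6.67 in *Trp53* flox/flox and 6.25 and 6.42 in *Trp53* R270H/R270H. *Cxcl1* was at the floor in *Trp53*+/+, at 8.27 and 2.47 rpkm in *Trp53* flox/flox and at 2.07 and 2.04 in *Trp53* R270H/R270H. Limma called neither gene in *Trp53* R270H/R270H against *Trp53*+/+ (adjusted p=0.191 and adjusted p=0.416). *Ccl2*, *Ccl5* and *Il1a* were above the floor only in *Trp53* flox/flox libraries.

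Of 24 upstream regulators named in Figure 7b, 17 were expressed above the filter, with 8 higher and 9 lower in *Trp53* R270H/R270H than in *Trp53*+/+ organoids and a median log2 fold change of -0.02, at percentile 33.66 of matched random lists. Transcript level need not follow the activity that the paper's pathway analysis scores.

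Of 7 Paneth cell genes 5 were called lower in *Trp53* R270H/R270H than in *Trp53*+/+ and 2, *Defa21* and *Defa22*, higher, while all 7 were lower in *Trp53* flox/flox (median log2 fold change -1.99). Defensin genes are close paralogs, so their single values are uncertain.

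*Msln* fell from 207±40.3 rpkm in *Trp53*+/+ to 56.4±1.15 in *Trp53* R270H/R270H organoids (log2 fold change -1.85, adjusted p=0.0194, range over the single-gene alternatives 0.019 to 0.0262, lower in both libraries) and was at 153±54.4 in *Trp53* flox/flox. The paper describes mesothelin in tumors, which were not analysed here. *Cd44* differed by 0.11 (adjusted p=0.492) and was not called. *Snai2* went the other way from *Msln*, but it did not pass the filter and was not tested. It was at the floor in both *Trp53*+/+ libraries, at 1.29 and 1 rpkm in *Trp53* flox/flox and at 1.81 and 2.41 rpkm in *Trp53* R270H/R270H.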
